# Adverse effects of *Hif1a* mutation and maternal diabetes on the offspring heart

**DOI:** 10.1186/s12933-018-0713-0

**Published:** 2018-05-12

**Authors:** Radka Cerychova, Romana Bohuslavova, Frantisek Papousek, David Sedmera, Pavel Abaffy, Vladimir Benes, Frantisek Kolar, Gabriela Pavlinkova

**Keywords:** Fetal programming, Maternal diabetes, *Hif1a* haploinsufficiency, Echocardiography, Heart remodelling

## Abstract

**Background:**

Epidemiological studies show that maternal diabetes predisposes offspring to cardiovascular and metabolic disorders. However, the precise mechanisms for the underlying penetrance and disease predisposition remain poorly understood. We examined whether hypoxia-inducible factor 1 alpha, in combination with exposure to a diabetic intrauterine environment, influences the function and molecular structure of the adult offspring heart.

**Methods and results:**

In a mouse model, we demonstrated that haploinsufficient (*Hif1a*^+*/*−^) offspring from a diabetic pregnancy developed left ventricle dysfunction at 12 weeks of age, as manifested by decreased fractional shortening and structural remodeling of the myocardium. Transcriptional profiling by RNA-seq revealed significant transcriptome changes in the left ventricle of diabetes-exposed *Hif1a*^+*/*−^ offspring associated with development, metabolism, apoptosis, and blood vessel physiology. In contrast, both *wild type* and *Hif1a*^+*/*−^ offspring from diabetic pregnancies showed changes in immune system processes and inflammatory responses. Immunohistochemical analyses demonstrated that the combination of haploinsufficiency of *Hif1a* and exposure to maternal diabetes resulted in impaired macrophage infiltration, increased levels of advanced glycation end products, and changes in vascular homeostasis in the adult offspring heart.

**Conclusions:**

Together our findings provide evidence that a global reduction in *Hif1a* gene dosage increases predisposition of the offspring exposed to maternal diabetes to cardiac dysfunction, and also underscore *Hif1a* as a critical factor in the fetal programming of adult cardiovascular disease.

**Electronic supplementary material:**

The online version of this article (10.1186/s12933-018-0713-0) contains supplementary material, which is available to authorized users.

## Background

Parallel to the increasing global incidence of diabetes, the prevalence of diabetes in women of childbearing age is steadily rising. Diabetic pregnancy has been associated with a higher risk of adverse outcomes for the mother as well as the offspring compared to non-diabetic pregnancy [1–4]. Congenital heart defects are the most common malformations observed in offspring of diabetic pregnancies, with an eightfold increase compared to non-diabetic pregnancies [5]. Similar risks for cardiac malformation have been reported for pre-gestational type 1 or type 2 *diabetes mellitus* [5]. Since type 1 and type 2 diabetes have different etiologies, these results indicate that the adverse effects on heart development are induced by pathological processes shared by both types of diabetes, such as hyperglycemia, hypoxia, oxidative stress, and abnormal maternal/fetal fuel metabolism.

In addition to the direct teratogenicity of maternal diabetes, the intrauterine and early postnatal environment can influence the cardiovascular and metabolic health of offspring later in life. This phenomenon is termed fetal or developmental programming [6]. The offspring of a diabetic pregnancy show differences in metabolic, cardiovascular and inflammatory variables compared to the offspring of non-diabetic mothers [7–9]. However, the precise mechanisms for the underlying penetrance and disease predisposition remain poorly understood.

Hypoxia plays an important role in all diabetic complications [10–12], including the complications associated with diabetic pregnancy [2, 13–15]. The main regulator of responses to a hypoxic environment is hypoxia-inducible factor 1 (HIF-1). HIF-1 consists of two subunits, HIF-1α, which is an O_2_-labile subunit, and HIF-1β, which is constitutively expressed [16]. HIF-1α is also important for normal embryonic development since mice with a homozygous deletion of the *Hif1a* gene die due to cardiac malformations and vascular defects [17]. *Hif1a* heterozygous mutants (*Hif1a*^+*/*−^) normally survive past embryonic development; however, *Hif1a*^+*/*−^ mice demonstrate impaired responses when challenged with hypoxic conditions after birth [18–20]. Cardiac myocyte-specific *Hif1a* deletion causes reductions in contractility, vascularization, and also alters the expression of multiple genes in the heart during normoxia [21]. HIF-1α is destabilized by hyperglycemia leading to the loss of cellular adaptation to low oxygen in diabetes [10, 22]. Previously, we showed that decreased levels of *Hif1a* in combination with a diabetic environment were associated with increased susceptibility to diabetic embryopathy [23]. We found a decreased number of embryos per litter and increased incidence of heart malformations, particularly atrioventricular septal defects and reduced myocardial mass in diabetes-exposed *Hif1a*^+*/*−^ mice compared to *wild type* (*Wt*) littermates. To extend our previous study on the effects of global heterozygous deletion of *Hif1a* and maternal diabetes exposure on heart development in embryos [23], we analysed the heart of the adult offspring in the same experimental paradigm. We examined the relationship between a partial deficiency of HIF-1α and an intrauterine exposure to maternal diabetes in the fetal programming of the heart.

## Research design and methods

### Animals

All animal experiments were approved by the Animal Care and Use Committee of the Institute of Molecular Genetics and performed in compliance with the Guide for the Care and Use of Laboratory Animals (National Institutes of Health publication, 8th edition, updated 2011). Diabetes was induced in female inbred FVB mouse strain (*Wt*, strain code 207, Charles River), aged 7–9 weeks, by 2 intraperitoneal injections of 100 mg/kg body weight of streptozotocin (STZ; Sigma) within a 1-week interval, as described [23]. Blood glucose levels were measured in animals by glucometer (COUNTOUR TS, Bayer); blood glucose levels maintained above 13.9 mmol/L are classified as diabetic. The dams were set up for mating no earlier than 7 days after the last injection. Average blood glucose level of STZ-induced female *Wt* before mating was 18.54 ± 1.08 mmol/L. This experimental design ensured that the development of the embryos proceeded in the intrauterine environment of maternal diabetes. Only diabetic *Wt* females were mated to *Hif1a*^+*/*−^ males with the *Hif1a*^*tm1jhu*^ null allele [17] on an FVB background to generate *Hif1a*^+*/*−^ and *Wt* (*Hif1a*^+*/*+^) offspring (n = 11 litters of non-diabetic pregnancy, n = 10 litters of diabetic pregnancy). *Hif1a*^+*/*−^ mice show a partial loss of HIF-1α protein expression levels [18, 20]. Mice were kept under standard experimental conditions with constant temperature (23–24 °C) and fed on soy-free feed (LASvendi, Germany). The females were housed individually during the gestation period and the litter size was recorded. All dams were pregnant for the first time. Offspring of *Wt* female× *Hif1a*^+*/*–^ male mating were genotyped by PCR [23].

### Echocardiography

The echocardiographic evaluation of the geometrical and functional parameters of the left ventricle (LV) was performed using the GE Vivid 7 Dimension (GE Vingmed Ultrasound, Horten, Norway) with a 12 MHz linear matrix probe M12L. The 12-week-old animals were anesthetized by the inhalation of 2% isoflurane (Aerrane, Baxter) and their rectal temperature was maintained between 36.5 and 37.5 **°**C by a heated table throughout the measurements. The 1-week old offspring were measured without anesthesia. The following diastolic and systolic dimensions of the LV were measured: the posterior and anterior wall thickness, and cavity diameter (LVD_D_ and LVD_S_). From these dimensions, the functional parameter, fractional shortening (FS) was derived by the following formula:

$${\text{FS }}\left[ \% \right] = 100 \times \left( {{\text{LVD}}_{\text{D}} - {\text{LVD}}_{\text{S}} } \right)/{\text{LVD}}_{\text{D}} .$$

### RNA-sequencing

Total RNA was extracted from the LV of the hearts of 12-week-old mice. The quality of the isolated RNA was analyzed using Bioanalyzer 2100 (Agilent) and a functional test was performed by reverse transcription (RT) and quantitative real-time PCR (qPCR) using oligodT primers for RT and PCR amplification of a 996-bp product of the *Hprt1* gene. 3′-seq libraries from 3 LVs per group (n = 3 samples from mice from multiple litters/group) were prepared and next-generation sequencing was performed on an Illumina NextSeq sequencer (NextSeq500) using a mode enabling the determination of uni-directional 75 bases and indices, following manufacturer’s instructions at the Genomics Core Facility (EMBL Heidelberg, Germany). The number of reads (minimum, 32 million; maximum, 73 million) was filtered out by TrimmomaticPE version 0.36 [24]. Ribosomal RNA and mitochondrial reads were filtered out by Sortmerna (version 2.1b [25]) using default parameters. RNAseq reads were mapped to the mouse genome using STAR (version 2.5.2b [26]) version GRCm38 primary assembly and annotation version M8. Count table was generated by python script htseq-count (version 0.6.1p1, [27]) with parameter “–m union”. 

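The deposited counts give the reads that htseq-count assigned to each gene of each sample, without normalization, for 46983 genes of the GENCODE M8 annotation. A total of 27093 genes had at least 1 count in the 12 samples. The same files tally the reads that were not given to a gene. Between 12.37% and 17.02% of the reads in a sample were aligned to several places, and these reads were not counted on any gene, so genes that share sequence with a paralog or pseudogene are counted only from reads that could be placed. The most abundant gene in every sample was *Myh6*, which took between 2.65% and 3.29% of the counts.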

The raw RNAseq data were deposited at GEO (http://www.ncbi.nlm.nih.gov/geo/) #GSE109633. DESeq2 (v. 1.15.51, [28]) default parameters were used to normalize data and compare the different groups. 

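The authors also deposited a normalized value for each gene and sample. Each normalized value was the count divided by 1 constant for that sample, and these constants were the median-of-ratios size factors that DESeq2 computes from the 12 count files. The size factors ranged from 0.7156 in *Wt* non-diabetic replicate 25 to 1.7199 in *Hif1a*+*/*- diabetic replicate 66. The normalized values therefore correct for library size alone, not for transcript length.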

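The number of genes below an adjusted P value of 0.1 depended on the test. With edgeR's quasi-likelihood test, which was the main test here, 0 genes passed in any of the 5 comparisons between groups, with smallest adjusted p values of 0.12 between diabetic and non-diabetic *Hif1a*+*/*-, 0.16 between diabetic *Hif1a*+*/*- and diabetic *Wt*, 0.31 between diabetic *Hif1a*+*/*- and non-diabetic *Wt*, and 1 in each of the other 2. With DESeq2, the authors' tool, in a later version, 68 genes passed between diabetic *Hif1a*+*/*- and non-diabetic *Wt*, 4 genes between diabetic and non-diabetic *Wt*, 1 gene between non-diabetic *Hif1a*+*/*- and *Wt*, 201 genes between diabetic and non-diabetic *Hif1a*+*/*-, and 24 genes between diabetic *Hif1a*+*/*- and diabetic *Wt*. The largest shift came from limma-voom with sample quality weights, which gave 937 genes between diabetic and non-diabetic *Hif1a*+*/*-.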

We selected differentially expressed genes based on an adjusted P value < 0.1. Functional classification was done using DAVID Functional Annotation tool (https://david.ncifcrf.gov/). For the Venn diagram, a 30% change threshold was applied in each group compared to unexposed *Wt*. Mammalian phenotype ontology enrichment analysis of MGI (http://www.informatics.jax.org) was used. Enrichment analysis was performed using g:GOST Gene Group Functional Profiling; g:Profiler (http://biit.cs.ut.ee/gprofiler/). Manual literature search and Harmonizome database [29] were used to identify direct HIF-1 targets and predicted HIF-1 target genes, respectively.

### Reverse transcription-quantitative real-time polymerase chain reaction

Total RNA was isolated from the LV of the hearts of offspring at 12 weeks of age (n = 8 samples/group). Following reverse transcription (RT), quantitative real-time PCR (qPCR) was performed with the initial AmpliTaq activation at 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 30 s, as described [19]. The *Hprt1* gene was selected as the best reference gene for our analyses from a panel of 12 control genes (TATAA Biocenter AB, Sweden). The relative expression of a target gene was calculated, based on qPCR efficiencies and the quantification cycle (Cq) difference (Δ) of an experimental sample versus control. Primers were designed using Primer Blast tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). Primers were selected according to the following parameters: length between 18 and 24 bases, melting temperature (Tm) between 58° and 60 °C, G+C content between 40 and 60% (optimal 50%) and efficiency above 80%. Primer sequences are presented in Additional file 1: Table S1.

### Western blot assays

The LV from the diabetic and non-diabetic hearts were lysed with protease and phosphatase inhibitors to prevent protein degradation and stored at − 80 °C until analysis. 50 µg of total protein lysates per lane were resolved using 10% SDS-PAGE and transferred to a nitrocellulose membrane. The membrane was blocked with 5% dry milk and incubated overnight with anti-CX43 antibody at 1:6000 (C6219, Sigma), anti-pCX43 at 1:1000 (3511, Cell Signaling), and anti-TNFR2 at 1:1000 (sc-7862, Santa Cruz Biotechnology). After incubation with a horseradish peroxidase-conjugated secondary IgG (Sigma), the blots were developed using the SuperSignal™ West Femto Maximum Sensitivity Substrate (#34095; Thermo Scientific, MI, USA). Chemiluminescent signals were captured using an Biorad Chemidoc MP Imager and analyzed by ImageJ software (http://imagej.nih.gov/ij/download.html). Ponceau S staining was used as the loading control.

### Morphological and immunohistochemical analyses

The scanning electron microscope (SEM) images of 12-week-old mouse hearts were produced as described [30]. Paraffin Sections (8 μm) were stained with Periodic acid–Schiff [PAS; staining of advanced glycation end products (AGEs); 395B, Sigma], Picrosirius Red (collagen staining, 24901-250, Polysciences), TUNEL (#1684795, Roche), anti-PECAM-1 1:50 (Ab28364, Abcam), and anti-VEGFA 1:50 (sc-7269, Santa Cruz Biotechnology). Vibratome Sections (100 μm) were stained with anti-F4/80 1:500 (MCA497R, Biorad). The nuclei were counterstained with Hoechst 33342. The sections were assessed under a Nikon Eclipse 50i and Nikon Eclipse E400 microscopes, Leica MZFLIII stereomicroscope, and Zeiss LSM 880 confocal microscope, with NIS-elements or ZEN lite programs. The number of F4/80^+^ cells were specifically counted in the LV area in the field of view (2–5 Z-stacks/5 areas of the LV/1 vibratome section/4 individuals/group). TUNEL^+^ cells were counted in three consecutive transversal paraffin sections of the heart/4 individuals/group, as described [23]. Picrosirius Red^+^, PAS^+^ and PECAM-1^+^ areas were quantified as a percentage of the LV area in the field of view using Image J software. VEGFA expression was determined specifically in the wall of blood vessels of the LV as a percentage of vessel area using Image J software (three consecutive transversal sections of the heart/4 individuals/group).

### Statistics

We used two-way ANOVA to compare differences among experimental groups with genotype and experimental condition (diabetes or no diabetes exposure) as the two categories. When a significant interaction was detected, the differences between subgroups were further analysed by post hoc Tukey’s multiple comparison and *t* tests; significance assigned at the P < 0.05 level (GraphPad Prism 7).

## Results

### Exposure to maternal diabetes and *Hif1a* deficiency alter heart function in offspring

In our previous study, deletion of *Hif1a*^+*/*−^ in combination with maternal diabetes was shown to lead to an increased incidence of congenital cardiac defects [23]. Consistent with the previous study, we found the number of liveborn *Hif1a*^+*/*−^ offspring from a diabetic pregnancy (n = 10 litters) significantly decreased compared to the number of *Wt* littermates from a diabetic pregnancy or the number of offspring from a non-diabetic pregnancy (n = 11 litters; Fig. 1a). To minimize the potential influence of maternal genotype, *Hif1a*^+*/*−^ offspring were generated by mating *Wt* females with *Hif1a*^+*/*−^ males. Body weight was decreased in both *Wt* and *Hif1a*^+*/*−^ offspring exposed to maternal diabetes, whereas the heart weight was lower in *Wt* mice at 12 weeks of age (Fig. 1b, c). The heart to body weight ratio, an index of cardiac enlargement, was significantly increased as a result of the combined effect of *Hif1a* mutation and fetal exposure to maternal diabetes (Fig. 1d). The gross morphology of the hearts revealed no differences in the structure of chambers or valves (Fig. 1e–h). Interestingly, the heart of diabetes-exposed *Hif1a*^+*/*−^ offspring had a globular shape with less elongated and more globular ventricles compared to the hearts in others groups of adult offspring. The globular shape of the diabetes-exposed *Hif1a*^+*/*−^ heart was indicated by the ratio of the left–right axis (width) and the apical-basal axis (length) of the heart (mean ratio = 1.03) compared to the normal shaped hearts of unexposed *Wt* and *Hif1a*^+*/*−^, and diabetes-exposed *Wt* (mean ratio = 1.38, 1.39, and 1.38, respectively).

**Fig. 1:**
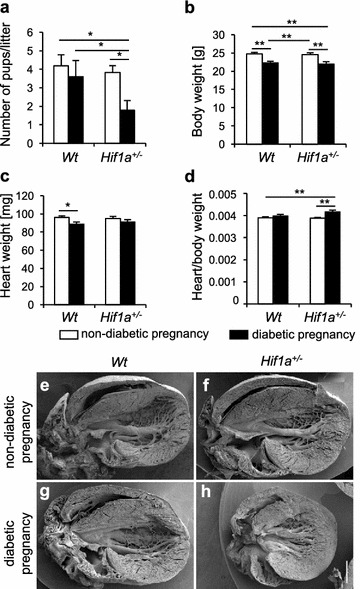
Adverse effects of maternal diabetes exposure and *Hif1a* mutation on the survival, and heart weight of the offspring. Average number of surviving *Hif1a*^+*/*−^ pups per litter from diabetic pregnancy at P7 compared to non-diabetic pregnancy (**a**). The body weight (**b**), heart weight (**c**), and heart/body ratio (**d**) in all groups of 12-week-old *Wt* and *Hif1a*^+*/*−^ mice from non-diabetic and diabetic pregnancies. The values are mean ± SEM (**a** n = 11 litters of non-diabetic pregnancy, n = 10 litters of diabetic pregnancy; **b**–**d** n = 20 *Wt* from non-diabetic pregnancy, n = 15 *Wt* from diabetic pregnancy, n = 15 for *Hif1a*^+*/*−^ from non-diabetic pregnancy, n = 10 *Hif1a*^+*/*−^ from diabetic pregnancy). Statistical significance assessed by two-way ANOVA: diabetes effect (number of pups/litter, P = 0.0391; body weight, P < 0.0001; heart weight, P = 0.0124; heart/body weight, P = 0.0003); and interaction between genotype and diabetes (heart/body weight, P = 0.0362). *Significant differences by post hoc Tukey’s multiple-comparison test, *P < 0.05, **P < 0.01. **e**–**h** Representative scanning electron micrographs (SEM) of the posterior half of the 12-week-old mouse heart

Echocardiographic analyses of the LV function in 1- and 12-week-old offspring disclosed a significant decrease in fractional shortening (FS) in diabetes-exposed *Hif1a*^+*/*−^ compared to diabetes-exposed *Wt* (P < 0.001), and unexposed *Wt* or *Hif1a*^+*/*−^ controls (P < 0.0001) at 12 weeks of age (Fig. 2a–d, Additional file 2: Table S2). These changes were associated with *Hif1a*^+*/*−^ genotype and with diabetes exposure, predominantly as a result of a larger systolic diameter of the LV of diabetes-exposed *Hif1a*^+*/*−^ mice (Additional file 2: Table S2). Both males and females were similarly affected in LV echocardiographic parameters (Additional file 2: Table S2), therefore, we used only males for our subsequent analyses. Both diabetes-exposed *Wt* and *Hif1a*^+*/*−^ males had a lower heart rate at 12 weeks of age (Fig. 2e, f), which may indicate changes in cardiovascular autonomic regulation [31].

**Fig. 2:**
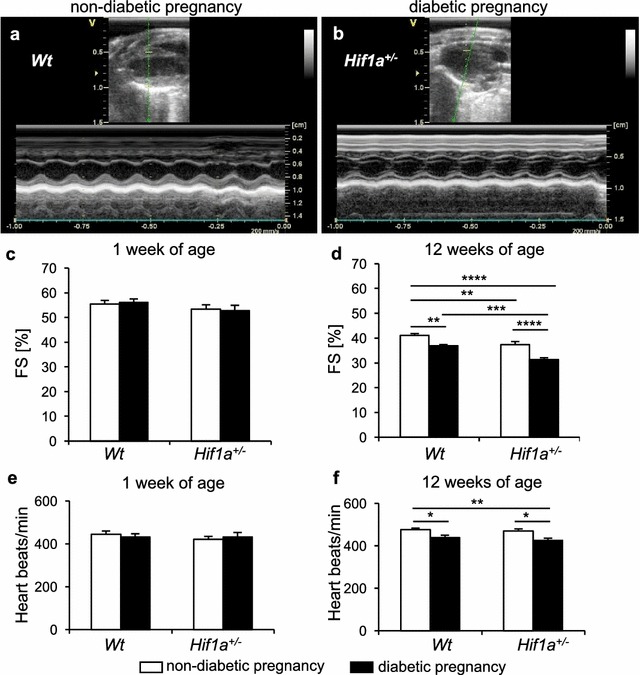
The combination of *Hif1a* haploinsufficiency and maternal diabetes exposure alters echocardiographic parameters of the offspring. Representative M-mode recordings of LV structures in long axes view in **a** *Wt* males from non-diabetic pregnancy and **b** *Hif1a*^+*/*−^ males from diabetic pregnancy. **c**, **d** The echocardiographic evaluation of LV systolic function, fractional shortening (FS), in the 1- and 12-week-old male offspring. **e**, **f** The heart rate in *Wt* and *Hif1a*^+*/*−^ males from both diabetic and non-diabetic pregnancies at 1 and 12 weeks of age. The values are mean ± SEM (1-week-old: n = 20 *Wt* from non-diabetic pregnancy; n = 14 *Wt* from diabetic pregnancy; n = 17 *Hif1a*^+*/*−^ from non-diabetic pregnancy; n = 9 *Hif1a*^+*/*−^ from diabetic pregnancy; 12-week-old: n = 20 *Wt* from non-diabetic pregnancy; n = 15 *Wt* from diabetic pregnancy and *Hif1a*^+*/*−^ from non-diabetic pregnancy; n = 10 *Hif1a*^+*/*−^ from diabetic pregnancy). Statistical significance assessed by two-way ANOVA: genotype effect (FS% P < 0.001); and diabetes effect (FS% P < 0.0001; heart rate, P < 0.0001). *Significant differences by post hoc Tukey’s multiple-comparison test, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### Differential global expression profiles in the LV of the diabetes-exposed *Hif1a*^+*/*−^ and *Wt* offspring

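The LVs of 12-week-old offspring were sequenced in 4 groups of 3 samples each: *Wt* and *Hif1a*+*/*-, each from non-diabetic and from diabetic pregnancy. *Hif1a*+*/*- mice carry 1 functional copy of the gene for the hypoxia-inducible factor subunit HIF-1α, which lies on chromosome 12 of the GRCm38 assembly from 73901375 to 73947530. The libraries were made by 3′-seq, in which reads come from the 3′ end of each transcript, so that the number of reads on a gene does not depend on the length of its transcript in the way it does with whole-transcript libraries. The authors removed ribosomal and mitochondrial reads, aligned the rest to GRCm38 and deposited the number of reads counted on each gene. The total count per sample ranged from 16132442 to 24377534 (median 21572165) in non-diabetic *Wt*, from 17895687 to 29195547 (median 22769006) in diabetic *Wt*, from 18010492 to 24554806 (median 20019149) in non-diabetic *Hif1a*+*/*-, and from 21990513 to 39812939 (median 22531218) in diabetic *Hif1a*+*/*-. The paper gives its depth as reads per sample before filtering, whereas these totals are reads counted on genes. The samples are named by the animal number in their titles. All pairs of samples within a group differed by more than sampling noise (chi-square per gene between 5.54 and 47.25 over 13071 genes), so each was used as a separate sample. The paper states that male mice were used, whereas the sample labels give female. The counts of 4 Y-linked genes were above those of *Xist* in 11 of the 12 samples and below them in diabetic *Hif1a*+*/*- replicate 72, and no sample was removed or reassigned for this.
The counts were analysed with edgeR's quasi-likelihood test after TMM normalization, with the 12 samples in 1 fit and the paper's adjusted P threshold of 0.1. The test covered 14706 genes that passed edgeR's filter on low counts. The biological coefficient of variation was 13.7%, and the spread was estimated with 8 residual degrees of freedom. Coordinates and symbols were taken from the GENCODE M21 annotation of the same assembly by Ensembl identifier. In simulated counts, 200 genes were changed by 1.5, 2, 3 or 4-fold. The edgeR test recovered 50% of the genes changed 1.5-fold and 78% of those changed 2-fold. A change of 30% is smaller than either of these, so many such changes were not detectable with 3 samples per group. Each simulated gene varied on its own, whereas real genes can vary together between samples, so the recovered shares may not hold here. In a principal component analysis of the tested genes, the first component held 24.5% of the variance and the second 12.1%. The 3 diabetic *Hif1a*+*/*- samples had scores of -5.4, -19.86 and -25.2 on the first component. However, non-diabetic *Wt* replicate 89, at -10.17, lay among them, and diabetic *Wt* replicate 80, at -29.33, lay beyond them.

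**Figure D1:**
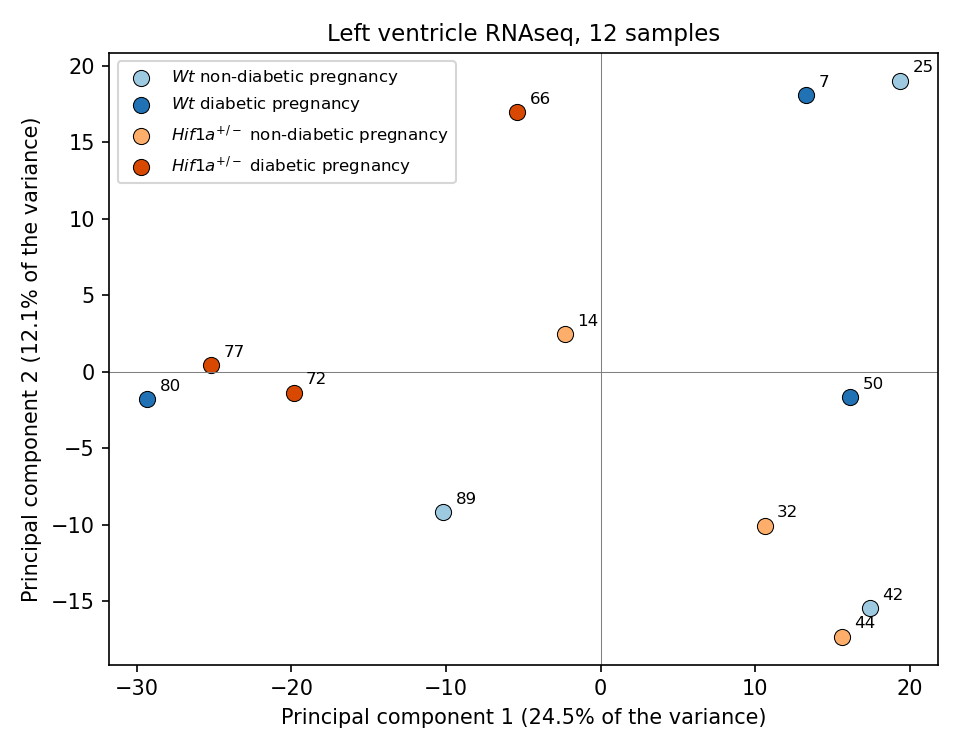
Scores of the 12 LV samples on the first (horizontal) and second (vertical) principal component of log2 CPM. Each point is 1 sample, coloured by group and marked with its animal number. The 3 diabetic *Hif1a*+*/*- samples have negative scores on the first component, as do 1 diabetic *Wt*, 1 non-diabetic *Wt* and 1 non-diabetic *Hif1a*+*/*- sample.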

To map out the mechanisms underlying impaired cardiac function mediated by the exposure to maternal diabetes, we analyzed the expression profiles of the LV from the hearts of offspring using RNA deep sequencing (RNAseq). The expression profiles visualized in a heat map indicate major changes in the *Hif1a*^+*/*−^ offspring from diabetic pregnancies (Fig. 3a) with categories of genes relevant to metabolic processes, cell communication, apoptosis, immune system, and developmental processes (Fig. 3b, Additional file 3: Table S3). 

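Over all 14706 tested genes, without any selection by the test, the mean absolute log2 fold change from non-diabetic *Wt* was 0.199 in diabetic *Hif1a*+*/*-, 0.15 in diabetic *Wt* and 0.121 in non-diabetic *Hif1a*+*/*-, computed from group means of the normalized counts plus 1. A change of at least 30% in the group mean was seen for 1621 genes in diabetic *Hif1a*+*/*- (1069 up, 552 down), 1072 genes in diabetic *Wt* (638 up, 434 down) and 674 genes in non-diabetic *Hif1a*+*/*- (349 up, 325 down). These are differences of means of 3 samples and were not filtered for replicate error. Diabetic *Hif1a*+*/*- was the group farthest from the mean of the 4 groups for 42.5% of the tested genes, against 21.7% for diabetic *Wt*, 20.6% for non-diabetic *Hif1a*+*/*- and 15.1% for non-diabetic *Wt*. Among the 225 genes of Tables S3 and S4 found in the files, which the paper selected from the same samples, the share was 83.6%. Genes are not independent of each other, and these shares were not compared with other groupings of the samples. Across genes, the diabetic *Hif1a*+*/*- log2 fold changes followed the gene weights of the first principal component (Spearman's coefficient -0.718). That component did not follow the 4 groups. In a single test for any difference among the 4 groups, edgeR's smallest adjusted p was 0.28 and 0 genes passed 0.1, whereas DESeq2 called 130 genes. The paper's categories were then scored as the mean log2 of CPM plus 1 over each category's genes in Table S3. Relative to non-diabetic *Wt*, the diabetic *Hif1a*+*/*- score was higher by 0.276 for metabolic process (72 of the 73 listed genes were in the files), 0.341 for cell communication (76 genes), 0.285 for cell death (28 genes), 0.568 for immune system processes (55 genes) and 0.322 for developmental process (79 genes). In each of these categories all 3 diabetic *Hif1a*+*/*- samples lay above all 3 non-diabetic *Wt* samples (exact permutation test, p = 0.1, the smallest that 3 against 3 allow), as the selection of the genes in these samples favours. The setting that changed the test among the 4 groups most was the edgeR fit without a filter on low counts, with 689 genes. The paper takes the heat map of these profiles to point to major changes in diabetes-exposed *Hif1a*+*/*- offspring.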

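A Venn selection was made from the deposited counts, as the paper does not state which comparisons its adjusted P covered. Genes needed an adjusted p under 0.1 in at least 1 of the 3 comparisons with non-diabetic *Wt*. They also needed a fold change of at least 1.3 or at most 0.7. The paper's exclusion of genes with great variability was not repeated. With edgeR's quasi-likelihood test 0 genes met both conditions. With DESeq2 62 genes did, of which 42 passed the fold change threshold only in diabetic *Hif1a*+*/*-. The largest counts came from edgeR without a filter on low counts, with 471 genes, of which 230 were only in diabetic *Hif1a*+*/*-. In a setting chosen after seeing the values, DESeq2 with any of the 5 comparisons and the authors' normalized counts gave 146 genes. Of these, 96 were only in diabetic *Hif1a*+*/*- and 139 were among the paper's 144. The genes that the paper lists in Table S4 were also followed directly. All 135 genes listed for diabetic *Hif1a*+*/*- had a change of at least 30% in the authors' normalized counts (110 up, 25 down, median fold change 1.55), as did all 39 genes listed for diabetic *Wt* and all 17 listed for non-diabetic *Hif1a*+*/*-. For 115 of the 135 genes the 3 diabetic *Hif1a*+*/*- samples did not overlap the 3 non-diabetic *Wt* samples. None of the 135 genes had an edgeR adjusted p under 0.1 against non-diabetic *Wt* (smallest 0.31), and 55 had a DESeq2 adjusted p under 0.1. In diabetic against non-diabetic *Hif1a*+*/*-, DESeq2 called 113 of the 135 genes.
The 95 genes listed only for diabetic *Hif1a*+*/*- had a median fold change of 1.53 there, 1.06 in diabetic *Wt* and 0.909 in non-diabetic *Hif1a*+*/*-. The mean log2 ratio to non-diabetic *Wt* over the 79 upregulated genes of this list was 0.708 ± 0.279 (SD, n = 3) in diabetic *Hif1a*+*/*-, 0.079 ± 0.214 (SD, n = 3) in diabetic *Wt* and -0.17 ± 0.105 (SD, n = 3) in non-diabetic *Hif1a*+*/*-. Over the 16 downregulated genes it was -0.708 ± 0.094 (SD, n = 3) in diabetic *Hif1a*+*/*-, -0.295 ± 0.265 (SD, n = 3) in diabetic *Wt* and -0.039 ± 0.076 (SD, n = 3) in non-diabetic *Hif1a*+*/*-. Of the 95 genes, 78 (82.1%) moved in diabetic *Wt* in the same direction as in diabetic *Hif1a*+*/*-, below the 30% threshold. Both ratios share the non-diabetic *Wt* samples, so this count alone does not show a shared response. In non-diabetic *Hif1a*+*/*- 22 of the genes moved that way, a count that the selection of the list may have lowered. Whether the response to maternal diabetes differed between the genotypes was tested by edgeR's interaction term. Over all 14706 genes 0 passed an adjusted p of 0.1. Among the 95 genes alone, 68 had an adjusted p under 0.1, with adjustment over the list, but the list had been chosen from the same samples for a change in 1 group only. This count fell to 3 when diabetic *Wt* replicate 50 was left out. The paper draws from its Venn diagram that most of the changes were found only in the diabetes-exposed *Hif1a*+*/*- hearts.

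**Figure D2:**
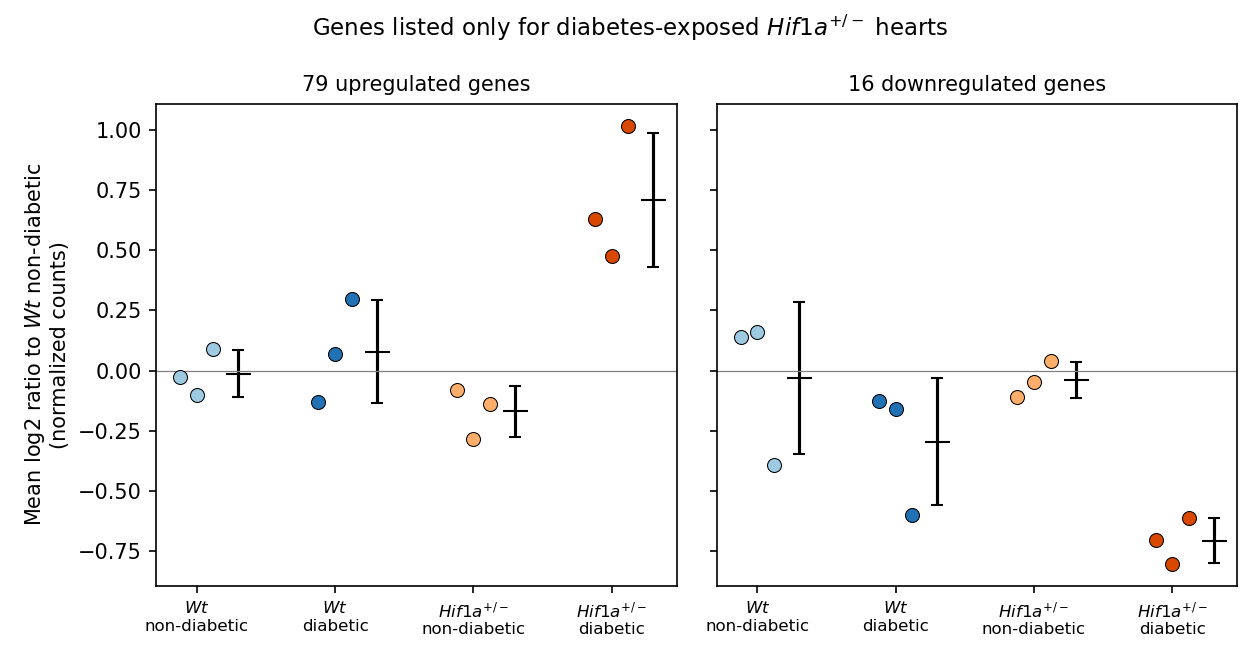
Mean log2 ratio to non-diabetic *Wt* of the genes listed in Table S4 only for diabetic *Hif1a*+*/*- hearts, from normalized counts. Each point is 1 sample, and the horizontal marks with bars give the mean and SD of the 3 samples per group. For the 79 upregulated genes (left) the diabetic *Hif1a*+*/*- samples lie between 0.478 and 1.018 and the diabetic *Wt* samples between -0.13 and 0.297. For the 16 downregulated genes (right) the diabetic *Hif1a*+*/*- samples lie between -0.803 and -0.615. There the diabetic *Wt* samples lie between -0.601 and -0.125 and the non-diabetic *Wt* samples between -0.394 and 0.161.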

We focused on differentially expressed genes showing ≥ 30% change in any of the groups compared to *Wt* from non-diabetic pregnancy, representing 144 differentially expressed genes; the majority of changes (95 genes) were identified only in the diabetes-exposed *Hif1a*^+*/*−^ hearts (Fig. 3c, Additional file 4: Table S4, Additional file 5: Table S5). Of 135 differentially expressed genes in diabetes-exposed *Hif1a*^+*/*−^ hearts, 53% of these genes were direct or predicted HIF-1 target genes (Additional file 6: Table S6, Additional file 7: Table S7). 

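Table S6 sorts the genes by what links them to HIF-1, and its sets overlap. Of the 135 genes, 9 (6.7%) were listed as direct HIF-1 targets, 12 (8.9%) as predicted targets and 61 (45.2%) as members of gene families with predicted targets. The table lists 62 family members, but the entry *Ptpn22* is not among the 135 and was left out of all counts here. It may stand for *Ptprj*, which Table S7 lists and which was counted here as in none of the sets. The 3 sets together held 79 genes, or 58.5% of the 135, and the direct and predicted sets without the families held 21 genes, or 15.6%. A further 33 genes (24.4%) were in none of the table's sets. The median fold change in diabetic *Hif1a*+*/*- relative to non-diabetic *Wt*, from the authors' normalized counts, was 1.63 for the direct targets (7 up, 2 down), 1.6 for the predicted targets (10 up, 2 down) and 1.56 for the family members (52 up, 9 down), against 1.49 for the genes in none of the sets (25 up, 8 down). The size of the change was similar, with a median absolute log2 fold change of 0.701 for the 79 genes and 0.736 for the 33 genes in no set. The 3 diabetic *Hif1a*+*/*- samples lay apart from the 3 non-diabetic *Wt* samples for 8 of the 9 direct targets, and for 65 of the 79 genes. They also did so for 30 of the 33 genes in no set. In edgeR's quasi-likelihood test no gene of any set had an adjusted p under 0.1. DESeq2 gave 33 of the 79 genes and 12 of the 33 genes in no set. Across the whole list of 135 genes, the count under this threshold rose from 0 in the main fit to 109 when edgeR was run without a filter on low counts. From the share of genes in such sets, the paper reasons that the expression changes in diabetes-exposed *Hif1a*+*/*- hearts involved HIF-1 regulated pathways.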

Enrichment analysis revealed changes in immune system processes and inflammatory response in both *Wt* and *Hif1a*^+*/*−^ offspring from diabetic pregnancies (Fig. 3d, Additional file 8: Table S8). 

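The enrichment analysis itself was not repeated, and the genes that Table S3 assigns to immune system processes were followed instead. Their mean log2 of CPM plus 1 was 3.763 ± 0.071 (SD, n = 3) in non-diabetic *Wt*, 3.867 ± 0.165 (SD, n = 3) in diabetic *Wt*, 3.614 ± 0.095 (SD, n = 3) in non-diabetic *Hif1a*+*/*- and 4.33 ± 0.249 (SD, n = 3) in diabetic *Hif1a*+*/*-. The difference of 0.568 between diabetic *Hif1a*+*/*- and non-diabetic *Wt* separated all samples (exact permutation test, p = 0.1, the smallest possible for 3 against 3). In diabetic *Wt* the difference of 0.105 was within the spread between samples (exact permutation test, p = 0.4). The paper selected these genes in the same samples, and 46 of the 55 are on its list for diabetic *Hif1a*+*/*- against 11 on that for diabetic *Wt*, so a larger score in diabetic *Hif1a*+*/*- was built into the selection and these tests do not show a difference between the groups independently of it. Of the 55 genes, 45 were up by at least 30% in diabetic *Hif1a*+*/*- and 9 in diabetic *Wt*, where 2 were down by as much. A total of 40 of the 55 genes had a higher mean in diabetic than in non-diabetic *Wt*. Among the genes listed in Table S4, 11 of the 39 for diabetic *Wt* (28.2%) and 46 of the 135 for diabetic *Hif1a*+*/*- (34.1%) belonged to this category. The 3 genes with the smallest p in diabetic *Hif1a*+*/*- are protein coding. *Nbl1* (ENSMUSG00000041120, chromosome 4 from 139082284 to 139092993) had 338.0 ± 20.6 normalized counts in non-diabetic *Wt*, 388.4 ± 52.5 in diabetic *Wt* and 550.3 ± 33.6 in diabetic *Hif1a*+*/*- (SD, n = 3 each). Its log2 fold change in diabetic *Hif1a*+*/*- was 0.696 (standard error 0.12, edgeR adjusted p = 0.31, DESeq2 adjusted p = 0.0023). *Mfap5* (ENSMUSG00000030116, chromosome 6 from 122505845 to 122529290) rose from 544.2 ± 108.0 to 1050.0 ± 192.0 normalized counts in diabetic *Hif1a*+*/*- and was 593.2 ± 152.0 in diabetic *Wt* (SD, n = 3 each). *Cd248* (ENSMUSG00000056481, chromosome 19 from 5068078 to 5070682) rose from 357.5 ± 17.6 to 806.2 ± 357.0, with 365.5 ± 56.4 in diabetic *Wt* (SD, n = 3 each). *Mfap5* and *Cd248* also served here as markers of adventitial and epicardial tissue, and a larger share of it could raise them too. Omitting diabetic *Hif1a*+*/*- replicate 77 lowered the difference of the category score to 0.431, and omitting diabetic *Wt* replicate 50 raised the one in diabetic *Wt* to 0.19. With each replicate omitted in turn, the difference ranged from 0.431 to 0.675 in diabetic *Hif1a*+*/*- and from 0.026 to 0.19 in diabetic *Wt*. From its enrichment analysis, the paper concludes that immune and inflammatory processes changed in both genotypes after maternal diabetes.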

However, the *Hif1a*^+*/*−^ offspring from a diabetic pregnancy showed additional changes in multiple categories of biological processes associated with development, response to stress, apoptosis, cell proliferation and communication, and angiogenesis. 

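The other categories of Table S3 were scored in the same way, with the mean log2 of CPM plus 1 over each category's genes. In diabetic *Hif1a*+*/*- relative to non-diabetic *Wt*, the score rose by 0.322 for developmental process (79 genes), 0.43 for response to stress (63 genes), 0.285 for cell death (28 genes), 0.355 for regulation of cell proliferation (33 genes), 0.341 for cell communication (76 genes) and 0.409 for angiogenesis (11 genes). All 3 diabetic *Hif1a*+*/*- samples were above all 3 non-diabetic *Wt* samples in each category (exact permutation test, p = 0.1, below which 3 against 3 cannot go). In diabetic *Wt* the same differences were 0.028, 0.056, 0.047, 0.034, 0.027 and -0.004, none of them larger than the spread between samples (exact permutation tests, p from 0.4 to 1). In non-diabetic *Hif1a*+*/*- the differences were negative: -0.09, -0.137, -0.111, -0.113, -0.107 and -0.136. All 3 samples lay below all 3 non-diabetic *Wt* samples (exact permutation test, p = 0.1), except in cell communication (p = 0.2 in the same test). Of the 135 genes listed for diabetic *Hif1a*+*/*-, DESeq2 called 113 between diabetic and non-diabetic *Hif1a*+*/*-. Selection by that difference pushes the non-diabetic *Hif1a*+*/*- scores down, so their negative sign does not show an effect of the genotype alone. The genes were assigned to these categories by the paper after selection in the same samples, so the scores describe the listed genes and do not test enrichment. The 3 genes with the smallest p in response to stress were *Duoxa1*, *Fstl1* and *Ccl6*. *Duoxa1* (ENSMUSG00000027224, chromosome 2 from 122302191 to 122313730) had 28.29 ± 4.07 normalized counts in non-diabetic *Wt*, 34.74 ± 9.06 in diabetic *Wt* and 92.99 ± 51.1 in diabetic *Hif1a*+*/*- (SD, n = 3 each), with a log2 fold change of 1.69 in diabetic *Hif1a*+*/*- (standard error 0.35, edgeR adjusted p = 0.31). *Fstl1* (ENSMUSG00000022816, chromosome 16 from 37776873 to 37836514) had 2387.0 ± 131.0, 2495.0 ± 348.0 and 3890.0 ± 946.0 normalized counts in the same groups. *Ccl6* (ENSMUSG00000018927, chromosome 11 from 83587882 to 83593087) had 290.5 ± 132.0, 498.9 ± 192.0 and 933.5 ± 393.0 normalized counts. In cell proliferation and cell death, *Il33* (ENSMUSG00000024810, chromosome 19 from 29925114 to 29960718) was 2.36 times the non-diabetic *Wt* value in diabetic *Wt* and 3.12 times in diabetic *Hif1a*+*/*-. *Tgfbr2* (ENSMUSG00000032440, chromosome 9 from 116084293 to 116175360), listed in cell proliferation, cell death and angiogenesis, was 1.12 times and 1.38 times that value. *C3ar1* (ENSMUSG00000040552, chromosome 6 from 122847138 to 122856161), in angiogenesis, was 1.13 times and 1.89 times. *Clec3b* (ENSMUSG00000025784, chromosome 9 from 123150946 to 123157432), in developmental process, was 1.12 times and 1.9 times. In cell communication, *Rab15* (ENSMUSG00000021062, chromosome 12 from 76797960 to 76822908) was 1.85 times in diabetic *Wt*, 2.39 times in non-diabetic *Hif1a*+*/*- and 2.86 times in diabetic *Hif1a*+*/*-. These ratios rest on few reads, with raw counts from 7 to 16 in non-diabetic *Wt* and from 30 to 61 in diabetic *Hif1a*+*/*-. Of the alternatives, leaving out diabetic *Hif1a*+*/*- replicate 77 moved these scores most, to 0.323 for response to stress and 0.226 for developmental process. The paper concludes that the diabetes-exposed *Hif1a*+*/*- offspring showed changes in these categories beyond those of the *Wt* offspring.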

Mammalian phenotype ontology enrichment analysis revealed significant changes in genes predominantly associated with homeostasis and metabolism phenotype (63 genes, P = 6.93 × 10^−4^), immune system phenotype (60 genes, P = 2.74 × 10^−7^), and abnormal innate immunity (25 genes, P = 3.93 × 10^−10^, Additional file 9: Table S9). Additionally, 17 genes were associated with abnormal blood vessel physiology (P = 5.85 × 10^−6^) and vascular smooth muscle physiology (9 genes, P = 2.573 × 10^−3^). We validated RNAseq data by RT-qPCR for a selected set of genes (Additional file 10: Figure S1).

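The RNAseq values of the 13 genes of Figure S1 were recomputed from the authors' normalized counts as the ratio of each group to the mean of non-diabetic *Wt* (n = 3 samples per group). In diabetic *Hif1a*+*/*- 10 of the genes were above 1 and 3 were below 1, and for 12 of them the 3 diabetic *Hif1a*+*/*- samples did not overlap the 3 non-diabetic *Wt* samples. The largest increases were in *Ccl9*, 3.08 ± 0.79 (SEM), *Pi16*, 2.77 ± 0.86, *Cd248*, 2.25 ± 0.58, and *Timp1*, 2.24 ± 0.3. *Kdm3a* fell to 0.69 ± 0.013, *Herc3* to 0.728 ± 0.066 and *Mylk3* to 0.803 ± 0.045 (SEM). *Herc3* was also lower in diabetic *Wt*, at 0.771 ± 0.025 (SEM), without overlap with non-diabetic *Wt*. There *Kdm3a* was 0.912 ± 0.092 and *Mylk3* 0.97 ± 0.059 (SEM), with overlapping samples. In diabetic *Wt*, *Ccl9* was 1.81 ± 0.47, *Msr1* 1.43 ± 0.23 and *Axl* 1.35 ± 0.15, while *Pi16* was 0.994 ± 0.13 and *Timp1* 0.915 ± 0.074 (SEM). *Fbn1* was 1.43 ± 0.13 in diabetic *Hif1a*+*/*- and 0.682 ± 0.088 in diabetic *Wt* (SEM). *Icam1*, at 1.27 ± 0.19 (SEM), was the gene whose samples overlapped those of non-diabetic *Wt*. With edgeR's quasi-likelihood test 0 of the 13 genes had an adjusted p under 0.1 between diabetic *Hif1a*+*/*- and non-diabetic *Wt*, and with DESeq2 10 had. The value that moved most was that of *Pi16*, which was 1.95 without diabetic *Hif1a*+*/*- replicate 77. The RT-qPCR measurements were made in a larger set of mice, and their bars in Figure S1 were only read by eye. In diabetic *Hif1a*+*/*- these bars were lower than the RNAseq ratios for *Ccl9*, *Icam1*, *Pi16* and *Timp1*. Read in this way, the bars of *Icam1* and *Pi16* were slightly below non-diabetic *Wt* and that of *Timp1* about level with it. The RNAseq increases of these genes were therefore not seen by RT-qPCR. For *Mylk3* the RT-qPCR bar was above non-diabetic *Wt*, whereas the RNAseq ratio was below it.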

**Fig. 3:**
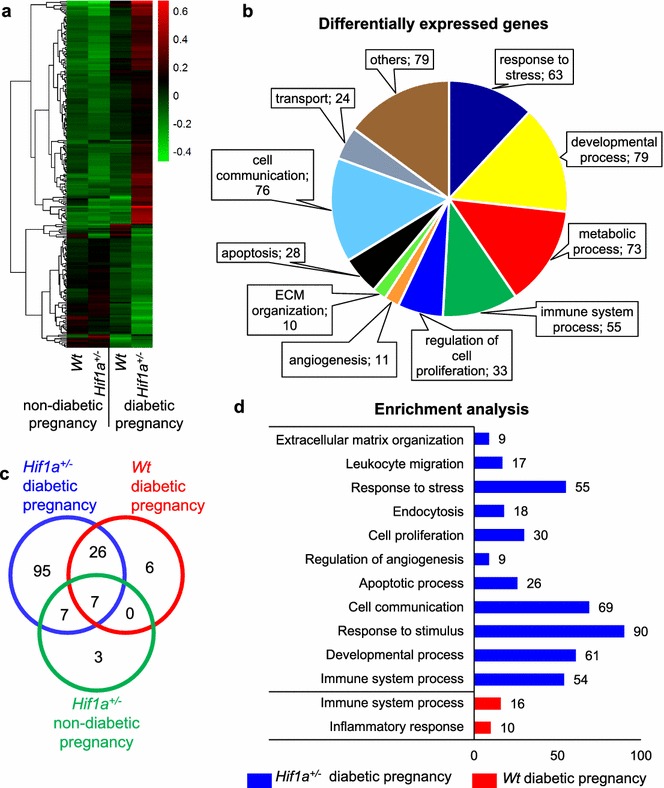
Maternal diabetes and *Hif1a* mutation affect the transcriptome of the LV of *Hif1a*^+*/*−^ offspring. The global gene expression profile of LVs isolated from the hearts of 12-week-old *Wt* and *Hif1a*^+*/*−^ mice from diabetic or non-diabetic pregnancy (n = 3 LVs from mice of different litters per group) was determined by RNA sequencing. **a** Hierarchical clustering of differentially expressed genes in all groups are presented as a heat map and dendrogram. **b** Classification of differentially expressed genes affected by *Hif1a*^+*/*−^ mutation and exposure to maternal diabetes by functional annotation tool DAVID. Values represent number of genes per each category. **c** Venn diagram shows the number and proportion of differentially (up- and down-regulated) expressed genes with ≥ 30% change in *Hif1a*^+*/*−^ and *Wt* from diabetic pregnancy and *Hif1a*^+*/*−^ from non-diabetic pregnancy *vs. Wt* from non-diabetic pregnancy. **d** Enrichment analysis using g:Profiler; values represent number of genes per each biological process category

### Cardiac structural remodelling in the diabetes-exposed offspring

Impaired LV function may be associated with myocardial remodelling, including increased cell death. We assessed the number of apoptotic cells in the LV (Fig. 4a–e), right ventricle (RV), and septum (Additional file 11: Figure S2). We found increased apoptosis in the RV and LV myocardium, and in the septum of both *Hif1a*^+*/*−^ and *Wt* diabetes-exposed offspring.

**Fig. 4:**
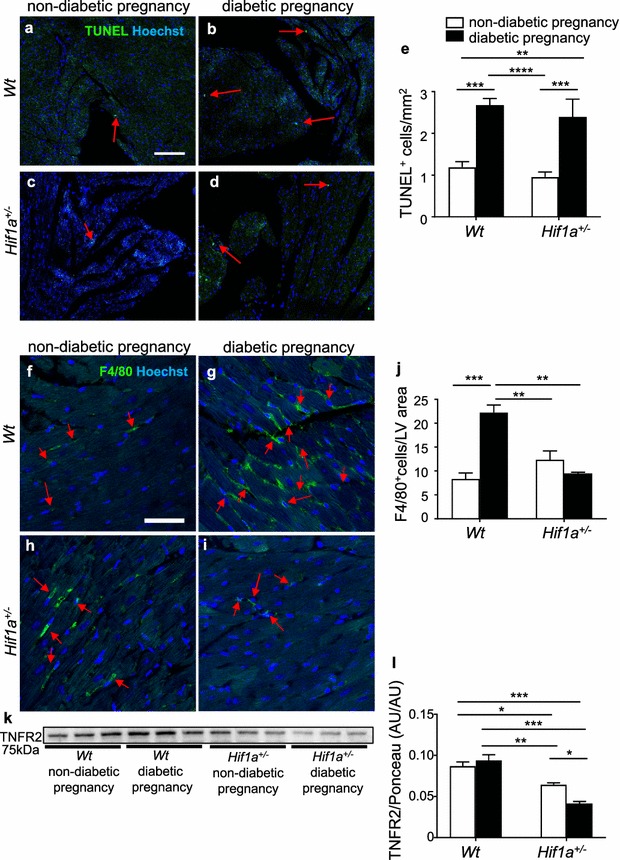
Maternal diabetes exposure increases apoptosis and *Hif1a*^+*/*−^ mutation alters macrophage infiltration in the LV myocardium of the 12-week old offspring. **a**–**d** Representative images of TUNEL staining (green) with Hoechst stained cell nuclei (blue) in adult myocardium (arrows indicate TUNEL^+^ cells). Scale bar = 100 µm. **e** Quantification of TUNEL^+^ apoptotic cells per mm^2^ of the LV myocardium. The values are mean ± SEM (n = 4 individuals/3 sections/group). **f**–**i** Representative confocal images of immunohistochemical staining of macrophage marker F4/80 (green) with Hoechst stained cell nuclei (blue) in adult myocardium (arrows indicate F4/80^+^ cells). Scale bar = 50 µm. **j** Quantification of F4/80^+^ cells per area in the field of view in LV myocardium. The values are mean ± SEM (n = 1 section/2–5 z-stacks/4 individuals/group). **k**, **l** Representative Western blot and quantification of TNFR2 expression in the LV myocardium. The values are mean ± SEM (n = 3). Two-way ANOVA indicating interaction between genotype and diabetes (F4/80, P = 0.0002; TUNEL, P = 0.016; TNFR2, P = 0.0133) genotype effect (F4/80, P = 0.0159); diabetes effect (F4/80, P = 0.0042) followed by post hoc Tukey’s multiple-comparison test, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. *TNFR2* tumor necrosis factor receptor type II, *AU* arbitrary units

Since macrophages play a key role in myocardial injury repair and remodelling [32], we analysed the recruitment of macrophages. In contrast to increased apoptosis in both diabetes-exposed *Hif1a*^+*/*−^ and *Wt,* the number of F4/80^+^ infiltrating macrophages was significantly increased only in the LV of the diabetes-exposed *Wt* heart (Fig. 4f–j). Correspondingly to decreased macrophage infiltration, we found a significantly reduced level of TNFR2 in the LV of diabetes-exposed *Hif1a*^+*/*−^ mice (Fig. 4k, l). TNFR2 is a cardio-protective mediator of TNFα signalling and its deletion results in reduced macrophage infiltration [33, 34].

The composition of the myocardial extracellular matrix (ECM) influences cardiac structure and hemodynamic functions. 

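In the RNAseq data, the 10 genes that Table S3 assigns to ECM organization had a mean log2 of CPM plus 1 of 5.239 ± 0.105 (SD, n = 3) in non-diabetic *Wt*, 5.235 ± 0.106 in diabetic *Wt*, 5.182 ± 0.074 in non-diabetic *Hif1a*+*/*- and 5.653 ± 0.14 in diabetic *Hif1a*+*/*-. The difference of 0.414 in diabetic *Hif1a*+*/*- separated its 3 samples from the 3 of non-diabetic *Wt* (exact permutation test, p = 0.1, the lowest value available with 3 against 3), and the difference of -0.004 in diabetic *Wt* did not (p = 0.7 in the same exact test). Since 7 of the 10 genes are on the paper's list for diabetic *Hif1a*+*/*- from these samples and 2 on that for diabetic *Wt*, the separation follows in part from how the genes were chosen. Among the structural proteins, *Mfap5*, a microfibril-associated glycoprotein (chromosome 6 of GRCm38 from 122505845 to 122529290), had a fold change of 1.93 in diabetic *Hif1a*+*/*- and 1.09 in diabetic *Wt*. It was also used here as a marker of adventitial and epicardial tissue. *Dpt*, which encodes dermatopontin (ENSMUSG00000026574, chromosome 1 from 164796644 to 164824266), had 2423.0 ± 73.1 normalized counts in non-diabetic *Wt*, 2716.0 ± 418.0 in diabetic *Wt* and 3508.0 ± 484.0 in diabetic *Hif1a*+*/*- (SD, n = 3 each). *Ccdc80* (ENSMUSG00000022665, chromosome 16 from 45093402 to 45128077) had 2120.0 ± 156.0, 2452.0 ± 373.0 and 2930.0 ± 292.0 in these groups. For *Dpt* and *Ccdc80* the log2 fold changes in diabetic *Hif1a*+*/*- were 0.529 (standard error 0.12, edgeR adjusted p = 0.31) and 0.462 (standard error 0.11, edgeR adjusted p = 0.36), and DESeq2's adjusted p was 0.022 and 0.049. *Fbn1*, the fibrillin gene of Figure S1 (ENSMUSG00000027204, chromosome 2 from 125300594 to 125507993), had 1948.0 ± 280.0 normalized counts in non-diabetic *Wt*, 1328.0 ± 297.0 in diabetic *Wt* and 2783.0 ± 455.0 in diabetic *Hif1a*+*/*- (SD, n = 3 each). Among the regulators, the metalloproteinase inhibitor *Timp1* (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) had 41.41 ± 8.6, 37.9 ± 5.29 and 92.71 ± 21.7 normalized counts in the same groups, a log2 fold change of 1.16 in diabetic *Hif1a*+*/*- (standard error 0.24, edgeR adjusted p = 0.31). Without diabetic *Hif1a*+*/*- replicate 77 the difference of the category score in diabetic *Hif1a*+*/*- was 0.336. *Fbn1* and *Timp1* are not among the 10 genes of the category. The paper reports that its RNAseq analysis pointed to changed transcripts of structural and regulatory ECM genes.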

Our RNAseq analysis indicated transcriptional changes in genes encoding ECM structural proteins and ECM regulators. The major component of the ECM is collagen, predominantly collagen type I [35]. Surprisingly, we found decreased collagen deposition in both diabetes-exposed *Hif1a*^+*/*−^ and *Wt* and in unexposed *Hif1a*^+*/*−^ LVs when compared to *Wt* (Fig. 5a–i). Increased collagen deposition and pro-fibrogenic processes have been linked to the activation of transforming growth factor ß (TGF-ß) signalling in the heart [36]. The expression pattern of *Tgfb1* mRNA, which is the most prevalent isoform of TGF-ß, was similar to the deposition pattern of collagen (Fig. 5j).

**Fig. 5:**
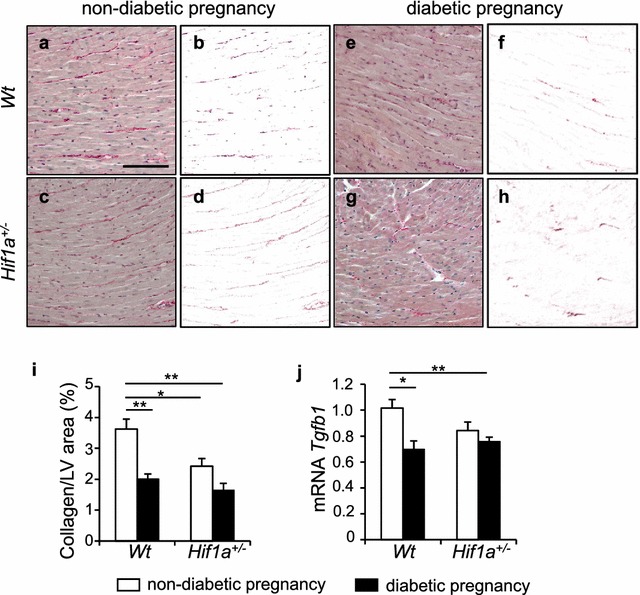
Remodeling of extracellular matrix in the offspring heart is induced by the exposure to maternal diabetes. Representative images of picrosirius red staining of collagen in the LV myocardium and delineated collagen^+^ area in the myocardium using Adobe Photoshop (**a**–**h**). Scale bar = 100 µm. **i** Relative quantification of staining determined as a percentage of collagen^+^ areas per tissue area of the LV myocardium in the field of view by ImageJ. The values are means ± SEM (n = 4). **j** Relative mRNA expression levels of *Tgfb1* in the LV myocardium by RT-qPCR, the values are mean ± SEM (n = 8/group). Data are normalized to *Hprt1* mRNA of control gene. Statistical significance assessed by two-way ANOVA: genotype effect (tissue collagen, P = 0.0089); diabetes effect (tissue collagen, P = 0.0007; *Tgfb1*, P = 0.0079) followed by *t* tests, *P < 0.05, **P < 0.01. *Tgfb1* Transforming growth factor beta 1

To further assess the effect of tissue-exposure to hyperglycemia, we analyzed the accumulation of advanced glycation end products (AGEs) in the heart. The diabetic environment increases the production of AGEs, which comprise adverse non-enzymatic tissue modifications of proteins, lipids, and nucleic acids [37]. Interestingly, we detected a significant increase of AGEs in the LV of the *Hif1a*^+*/*−^ offspring of a diabetic pregnancy (Fig. 6a–i). AGEs have been implicated in the development of cardiac dysfunction by altering properties of the extracellular matrix. Therefore, the increased production of AGEs in the diabetes-exposed *Hif1a*^+*/*−^ heart may represent an increased risk for vascular and myocardial damage in association with impaired contractility, inflammation, and endothelial dysfunction.

**Fig. 6:**
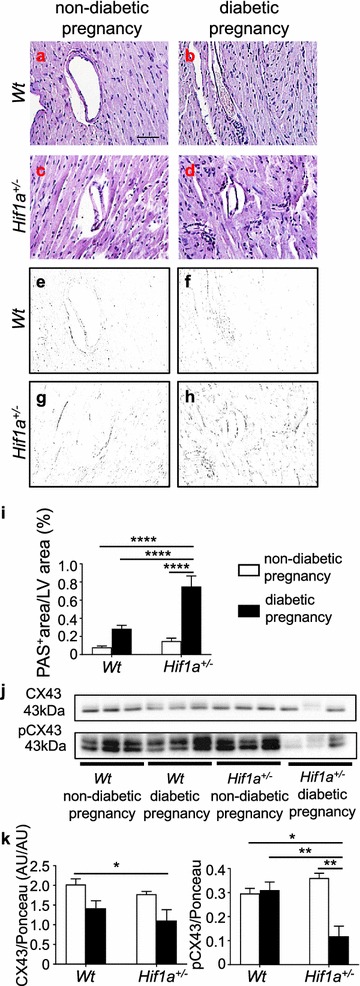
The amount of AGEs is increased whereas the activity of gap junction CX43 is reduced in the heart of diabetes-exposed *Hif1a*^+*/*−^ offspring. Representative images of PAS staining of advanced glycation end products (AGE; **a**–**d**). Scale bar = 50 µm. **e–h** Delineated PAS^+^ area in the myocardium by Adobe Photoshop. **i** Quantification of PAS staining determined as a percentage of positive area in the field of view by ImageJ. The values are mean ± SEM (n = 4). Representative Western blots and quantification of both CX43 and its phosphorylated isoform pCX43 in the LV myocardium of the offspring (**j**, **k**). The values are mean ± SEM (n = 3). Statistical significance assessed by two-way ANOVA: diabetes effect (CX43, P = 0.0088) and interaction between genotype and diabetes (AGEs, P = 0.0013; pCX43, P = 0.0030) followed by post hoc Tukey’s multiple-comparison test, *P < 0.05, **P < 0.01, ****P < 0.0001. *CX43* connexin 43, *PAS* periodic acid-shiff, *AU* arbitrary units

The remodelling of gap junctions and changes in the expression of connexin 43 (CX43) have been associated with a diseased myocardium [38]. CX43 is a key mediator of cardiomyocyte protection during hypoxia [39] and CX43 expression in hypoxia is regulated by HIF-1α [40]. Additionally, the expression and proportion of the phosphorylated and dephosphorylated forms of CX43 are altered in diabetic conditions [41]. In our study, the relative abundance of CX43 protein was reduced in the LV of *Hif1a*^+*/*−^ offspring from a diabetic pregnancy compared to the offspring from a non-diabetic pregnancy (Fig. 6j, k). CX43 phosphorylated at serine 368 (pCX43) was significantly reduced in the diabetes-exposed *Hif1a*^+*/*−^ offspring compared to other groups. Phosphorylation of CX43 is important for the functionality of this protein in gap junctions [42] and reduced levels of phosphorylated CX43 have been shown to correlate with worsened heart function in the heart failure model [43].Thus, decreased levels of phosphorylated CX43 in the heart may negatively influence the myocardial function of *Hif1a*^+*/*−^ mice from diabetic pregnancies.

### Changes in genes encoding molecules important for cardiac metabolism

Alterations in myocardial substrate selection and utilization in energy metabolism play a role in the development of cardiac pathologies [44]. Our RNAseq analyses showed large changes in the expression of genes associated with metabolic processes. 

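The 72 genes found in the files out of 73 that Table S3 assigns to metabolic process had a mean log2 of CPM plus 1 of 4.975 ± 0.043 (SD, n = 3) in non-diabetic *Wt*, 4.991 ± 0.06 in diabetic *Wt*, 4.893 ± 0.044 in non-diabetic *Hif1a*+*/*- and 5.252 ± 0.146 in diabetic *Hif1a*+*/*-. The difference from non-diabetic *Wt* was 0.276 in diabetic *Hif1a*+*/*-, where no sample overlapped (exact permutation test, p = 0.1, the smallest with 3 against 3), and 0.016 in diabetic *Wt* (p = 0.8 in the same exact test). Of the 73 genes, 40 are on the paper's list for diabetic *Hif1a*+*/*- and 10 on that for diabetic *Wt*, both chosen in these samples, which favours a larger score in diabetic *Hif1a*+*/*-. In diabetic *Hif1a*+*/*- 50 of the genes had a higher and 22 a lower mean than in non-diabetic *Wt*, and the change reached 30% for 35 genes upward and 5 downward. In edgeR's quasi-likelihood test 0 of these genes had an adjusted p under 0.1, and DESeq2 called 22. The genes with the smallest p were *Clec3b*, *Pi16* and *Clk1*. *Clec3b* and *Pi16* also served here as markers of adventitial and epicardial tissue. A larger share of such tissue was not separated from a change within the LV. *Clec3b* (chromosome 9 of GRCm38 from 123150946 to 123157432) had 1181.0 ± 109.0 normalized counts in non-diabetic *Wt* and 2240.0 ± 554.0 in diabetic *Hif1a*+*/*- (SD, n = 3 each), a log2 fold change of 0.918 (standard error 0.16, edgeR adjusted p = 0.31, DESeq2 adjusted p = 5.7e-04). *Pi16* (ENSMUSG00000024011, chromosome 17 from 29317680 to 29330593) had 1371.0 ± 272.0 and 3798.0 ± 2040.0 normalized counts in these groups, with the diabetic *Hif1a*+*/*- samples far apart from each other. *Clk1* (ENSMUSG00000026034, chromosome 1 from 58410189 to 58424066) decreased from 90.37 ± 7.27 to 63.33 ± 3.54 CPM, and its log2 fold change was -0.514 (standard error 0.11, edgeR adjusted p = 0.31). When diabetic *Hif1a*+*/*- replicate 77 was omitted, the difference of the category score shrank to 0.199. The paper takes the RNAseq changes as evidence of large shifts in metabolic gene expression and followed them with RT-qPCR of *Cd36* and *Ldha*.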

In keeping with this, we investigated two HIF-1 target genes, *Cd36* [45] and *Ldha,* gene encoding lactate dehydrogenase A [46]. CD36 is a multifunctional receptor mediating the uptake of lipoproteins and lipoprotein-derived fatty acid (FA) by cardiomyocytes [47]. LDHA catalyzes the terminal step of anaerobic glycolysis, which is the conversion of pyruvate to lactate. We found decreased *Cd36* mRNA in the diabetes-exposed *Hif1a*^+*/*−^ offspring compared to other groups (Fig. 7a). *Ldha* expression was significantly decreased in both diabetes-exposed and non-exposed *Hif1a*^+*/*−^ hearts (Fig. 7b). Altogether, our data suggest metabolic cardiac remodelling associated with *Hif1a* deficiency and maternal diabetes exposure.

**Fig. 7:**
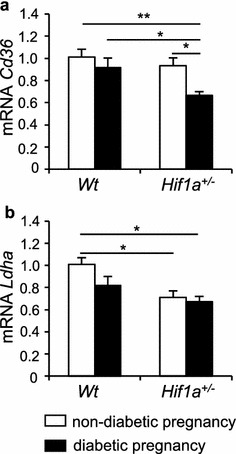
*Hif1a* mutation and maternal diabetes exposure alter the expression of metabolic genes in the LV myocardium. Relative mRNA expression levels of *Cd36* (**a**) and *Ldha* (**b**) in the LV myocardium of 12-week-old offspring by RT-qPCR, the values are mean ± SEM (n = 8). Data are normalized to *Hprt1* mRNA of control gene. Statistical significance assessed by two-way ANOVA: genotype effect (*Cd36* mRNA, P = 0.0118; *Ldha*, P = 0.0034); and diabetes effect (*Cd36* mRNA, P = 0.0061) with post hoc Tukey’s multiple-comparison test, *P < 0.05, **P < 0.01

### Combination of diabetes pregnancy and *Hif1a* deficiency alters vascular homeostasis in the myocardium

Because maternal diabetes has been associated with an increased risk for the development of cardiovascular abnormalities in offspring [7], we specifically analyzed the expression of vascular endothelial growth factor (*Vegfa),* a key HIF-1 target gene. The expression of *Vegfa* mRNA was decreased in the LV of both *Hif1a*^+*/*−^ and *Wt* offspring of diabetic pregnancies (Fig. 8a). Using PECAM-1, an endothelial marker, we did not detect any significant changes, indicating comparable microvasculature in the LV of all offspring groups (Additional file 12: Figure S3). Using immunohistochemistry, we evaluated VEGFA expression in the large blood vessels of the LV myocardium. In contrast to the levels of *Vegfa* mRNA in the LV, VEGFA expression in the blood vessel wall was significantly higher in diabetes-exposed *Hif1a*^+*/*−^ than in *Wt* hearts (Fig. 8b–f). This surprising finding indicates that *Vegfa* expression is regulated differently in the myocardium and blood vessel wall. In agreement with our results, a similar expression profile of *Vegfa* was reported in the myocardium and macrovascular tissues of diabetic patients [48]. Thus, our data provide evidence of differential regulation of *Vegfa* in cardiac tissue and coronary macrovasculature of the diabetes-exposed *Hif1a*^+*/*−^.

**Fig. 8:**
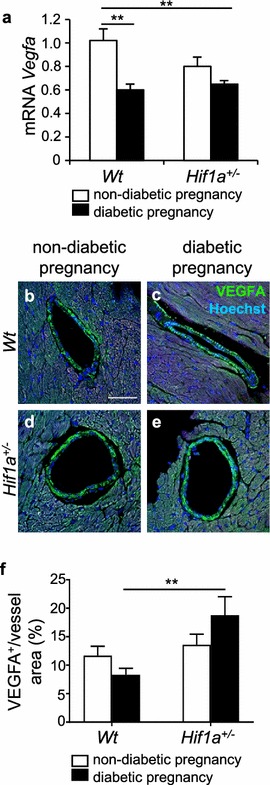
Changes in the expression of *Vegfa* in the heart of the diabetes-exposed offspring. Relative mRNA levels of *Vegfa* in the LV myocardium of the heart of 12-week-old offspring by RT-qPCR (**a**), the values are mean ± SEM (n = 8). Data are normalized to *Hprt1* mRNA of control gene. **b**–**e** Representative confocal images of immunohistochemical staining of VEGFA (green) in the wall of coronary vessels in the LV myocardium of the 12-week-old offspring, Hoechst stained cell nuclei (blue). Scale bar = 50 µm. **f** A relative quantification of VEGFA in the blood vessels is determined as a percentage of VEGFA^+^ area per blood vessel area. The values are mean ± SEM (n = 4). Statistical significance assessed by two-way ANOVA: diabetes effect (*Vegfa* mRNA, P = 0.0003) and interaction between genotype and diabetes (VEGFA in blood vessels, P = 0.0382) followed by post hoc Tukey’s multiple-comparison test, *P < 0.05, **P < 0.01

## Discussion

In this study, we uncovered a molecular mechanism for the underlying penetrance and disease predisposition in the offspring associated with exposure to maternal diabetes. The combination of *Hif1a* insufficiency and exposure to diabetes in utero leads to the accelerated development of cardiac LV dysfunction. RNAseq analysis showed changes in the global expression profile of the LV of *Hif1a*^+*/*−^ heart, indicating transcriptional reprogramming as a consequence of exposure to maternal diabetes. This reprogramming was associated with major changes in HIF-1 regulated pathways, as 53% of identified differentially expressed genes were direct and predicted HIF-1 targets. Thus, the combination of maternal diabetes and *Hif1a* haploinsufficiency results in significant metabolic, structural, and functional changes in the LV myocardium of the offspring.

Both human and animal studies have shown that exposure to diabetes in utero increases cardiovascular risk factors in the offspring [5, 7, 8, 49]. In agreement with these reports, our study showed that exposure to maternal diabetes during the fetal and perinatal period compromised cardiovascular function of the adult offspring, as indicated by smaller fractional shortening. For the first time to our knowledge, the current study demonstrated that *Hif1a* haploinsufficiency significantly worsens the cardiac function of the diabetes-exposed offspring. Additionally, we identified an unknown gene-environment interaction between a genetic deficiency in *Hif1a* and maternal diabetes that affects the size and shape of the heart of the *Hif1a*^+*/*−^ offspring. The globular cardiac shape has been observed in children with fetal growth restriction and associated with systolic dysfunction as a result of the intrauterine chronic hypoxia-induced changes in cardiac development [50].

Maternal diabetes negatively affects embryonic development and growth, and compromises placental function [5, 13, 51]. Although here we focused on the heart of the adult offspring, due to the global nature of the *Hif1a* deletion, we cannot exclude the contribution of placental dysfunction to the programmed outcome phenotype. HIF signalling, in particular, plays an important role in the development and functions of the placenta, and hypoxia-induced placental pathologies have been associated with fetal programming [15, 52–54].

Our genome-scale transcriptome analyses clearly identified a set of pathophysiological processes affected by the maternal diabetes exposure and *Hif1a*^+*/*−^ genotype in the LV of offspring. Specifically, we found changes predominantly in metabolic processes, alterations in the innate and adaptive immune responses, apoptosis, and changes in genes associated with developmental processes. In contrast, the *Wt* offspring from diabetic pregnancies show only significant enrichment of genes involved in immune system processes and inflammatory responses. 

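The genes that Table S4 lists for diabetic *Wt* and those it lists only for diabetic *Hif1a*+*/*- were compared by their categories in Table S3. Immune system processes held 11 of the 39 genes for diabetic *Wt* (28.2%) and 34 of the 95 genes only in diabetic *Hif1a*+*/*- (35.8%). Response to stress held 9 (23.1%) and 34 (35.8%), developmental process 11 (28.2%) and 39 (41.1%), metabolic process 10 (25.6%) and 30 (31.6%), and cell communication 14 (35.9%) and 40 (42.1%). None of the 11 categories differed in its share between the lists (Fisher's exact tests, smallest p = 0.18, adjusted p = 0.77 after Benjamini-Hochberg adjustment over 11 tests). These lists hold few genes, so differences of this size were not detectable with them, and the enrichment against the whole genome that the paper reports was not repeated. In the category scores, the immune genes had the largest difference between diabetic and non-diabetic *Wt*, 0.105 (exact permutation test, p = 0.4), against 0.056 for response to stress (exact permutation test, p = 0.5). The genes of both categories were selected in the same samples. Leaving out diabetic *Wt* replicate 50 raised these differences to 0.19 and 0.121. With each replicate left out in turn, they went down to 0.026 and -0.005. From its enrichment analysis, the paper concludes that diabetes-exposed *Wt* offspring were enriched only for immune and inflammatory genes.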

Clinical studies imply that women with gestational diabetes are at a higher risk of cardiovascular diseases in association with inflammatory dysregulation [3, 4, 55, 56]. Correspondingly, we found an increased number of infiltrating F4/80^+^ macrophages in the LV of *Wt*, but not in *Hif1a*^+*/*−^ offspring of diabetic pregnancies (Fig. 4). Altered macrophage migration in the *Hif1a*^+*/*−^ myocardium is consistent with a recent finding that HIF-1α has an essential role in macrophage inflammatory responses in other physiological settings [32]. The observed increase in TUNEL staining suggests that reduced macrophage recruitment to *Hif1a*^+*/*−^ hearts may lead to decreased phagocytosis of apoptotic cells, which may negatively affect the maintenance of tissue integrity and lead to impaired heart function [32].

Beside apoptosis, interstitial fibrosis is another important process of cardiac ventricular remodeling, contributing to both systolic and diastolic contractile dysfunction. Collagen secretion is stimulated by TGF-ß1 within the heart [57]. Although increased cardiac fibrosis is a hallmark of structural remodelling in response to a diabetic environment [58], we paradoxically found decreased collagen deposition along with decreased expression of *Tgfb1* in both *Hif1a*^+*/*−^ and *Wt* diabetes-exposed LV at 12 weeks of age (Fig. 5). Diminished collagen deposition was also detected in the hearts of *Hif1a*^+*/*−^ offspring from a non-diabetic pregnancy (Fig. 5). HIF-1 regulates multiple steps in collagen biogenesis and HIF-1α knockdown results in reduced collagen deposition [59]. Consistent with this finding, *Hif1a* haploinsufficiency may affect collagen levels in the heart of *Hif1a*^+*/*−^ mice. Similarly, the diabetic environment destabilizes HIF-1α and alters HIF-1 regulation [10, 22] that may affect collagen metabolism in the heart of offspring, resulting in the reduction of collagen fibrils. However, investigating the link between in utero exposure to maternal diabetes and cardiovascular outcomes in offspring is complicated by the multitude of factors that may be present at different time points. Moreover, fibrotic responses are affected by age and duration of disease, when the decreased levels of collagen may represent an intermediate stage of cardiac remodelling associated with degradation of the extracellular collagen matrix [60]. Thus, disturbance in the synthetic and degradative aspects of collagen metabolism results in profound structural and functional abnormalities of the heart. A loss of collagen fibrils is associated with LV remodelling during volume overload and with ECM remodelling in dilated cardiomyopathy [61]. Decreased collagen expression has been reported in children with failing single ventricle congenital heart disease [62]. Although, based on our current data, we cannot determine whether reduced collagen content represents adverse ECM remodelling that predisposes to cardiac dysfunction, our results clearly indicate that the exposure to maternal diabetes and *Hif1a* haploinsufficiency significantly affect ECM structure and composition compared with a normal myocardium.

Another mechanism implicated in the pathophysiology of the diabetic environment is enhanced production of AGEs. In the heart, protein glycation reactions alter the physiological properties of extracellular matrix proteins and cause intracellular changes in vascular and myocardial tissue [37]. As such, AGEs represent a cardiovascular risk factor in the development of macro- and microvascular complications in diabetic patients [63]. The increased levels of these pro-oxidant diabetogenic products correlate with increased oxidative stress, inflammation, and apoptosis in diabetic animals as well as in their progeny [64]. We found a significant accumulation of AGEs in the LV of *Hif1a*^+*/*−^ offspring from a diabetic pregnancy (Fig. 6). These results provide new insights into the role of HIF-1α haploinsufficiency in susceptibility to enhanced accumulation of AGEs due to maternal diabetes exposure. Given that (i) HIF-1 regulates glucose metabolism and glycolysis to minimize oxidative stress [16], (ii) diabetic *Hif1a*^+*/*−^ mice compared to diabetic *Wt* have increased serum glucose and AGEs [65], and impaired glucose homeostasis [66], it is tempting to speculate that deficiency in HIF-1 regulation during embryonic development results in increased AGEs in the cardiac tissue of *Hif1a*^+*/*−^ offspring due to systemic changes in glucose metabolism and oxidative stress in the maternal diabetes environment. To clarify this question raised by our model, detailed analyses of the levels of tissue AGE modifications during embryonic and early postnatal development are now needed.

Besides structural remodelling, we identified changes in the expression of genes associated with metabolic processes that may contribute to impaired cardiac performance and increase the risk of developing heart disease in the offspring from diabetic pregnancy. Alterations in myocardial energy substrate are predominantly represented by changes in the ratio of fatty acid oxidation and glucose oxidation and have been associated with the development of cardiac pathologies [44]. During perinatal cardiac development, the heart undergoes a switch in energy substrate preference from glucose in the fetal period to FAs. In the diabetic environment, the fetal heart is exposed to abnormal levels of substrates that may remodel cardiac metabolism of the offspring. We found significantly decreased expression of gene encoding the fatty acid translocase, *Cd36*, in the heart of *Hif1a*^+*/*−^ offspring from a diabetic pregnancy compared to other groups (Fig. 7). Decreased myocardial levels of CD36 have been found detrimental, even in the absence of elevated circulating FAs, and to contribute to cardiac dysfunction [67]. The decreased *Cd36* expression observed in the hearts of *Hif1a*^+*/*−^ offspring of diabetic pregnancies is consistent with a previous report that *Cd36* expression is regulated by HIF-1 [45]. Expression of another direct HIF-1 target, the glycolytic gene *Ldha* [68], was significantly reduced in the LV by *Hif1a* haploinsufficiency (Fig. 7). Since optimal bioenergetics are an important prerequisite for contractile efficiency, any abnormalities resulting in decreased energy production, energy transfer and energy utilization may compromise cardiac function.

To further investigate changes in angiogenesis, indicated by our RNAseq, we analysed the expression of VEGFA in the heart of the offspring. We detected a decrease in cardiac *Vegfa* mRNA in the LV of both *Hif1a*^+*/*−^ and *Wt* offspring from diabetic pregnancies (Fig. 8). Indeed, several reports have demonstrated that the expression of *Vegfa* mRNA and protein are decreased in the myocardium of diabetic, insulin-resistant animals, and in diabetic patients, and have been associated with vascular abnormalities in the diabetic heart and with diabetic cardiomyopathy [69, 70]. Cardiomyocyte-specific *Vegfa* deletion demonstrates that cardiac myocytes are a major source of VEGFA in the heart and that the development and maintenance of coronary macrovasculature are compensated by non-cardiomyocyte *Vegfa* expression [71]. This phenotype also implies a different signalling mechanism for vasculogenesis/angiogenesis in the myocardium and in the coronary vasculature. In line with these data, we detected a different *Vegfa* expression pattern in the cardiac tissue and in the wall of large coronary vessels. VEGFA levels in the coronary vessels were increased by the combination of *Hif1a* haploinsufficiency and diabetes exposure. A similar expression profile with reduced *Vegfa* levels in the cardiac tissue and increased *Vegfa* expression in macrovascular tissues was reported in diabetic patients [48]. Thus, these paradoxical changes in the expression of *Vegfa* suggest that local regulatory factors differ between the myocardium and blood vessels. It is conceivable that pathophysiological conditions, such as diabetes or hypoxia, alter the regulation of *Vegfa* expression in the coronary macrovasculature and myocardium.

## Conclusions

In a mouse model of maternal diabetes exposure, HIF-1α heterozygous loss-of-function was associated with impaired cardiac function and structural reprogramming of the heart of offspring, including decreased macrophage migration, increased accumulation of AGEs, and altered *Vegfa* expression. Since the HIF-1 system is compromised in the diabetic environment, a failure to adequately express and activate HIF-1α regulation provide a molecular mechanism that may contribute to the cardiac dysfunction seen in the offspring. Furthermore, the frequencies of single-nucleotide polymorphisms of the human *HIF1A* gene, which are associated with reduced HIF-1 activity, were significantly increased in patients with ischemic heart disease presentation [72]. Taken together, our results are compelling evidence of the role of HIF-1α-controlled pathways in increasing the risk of cardiovascular diseases in the offspring of diabetic mothers.

## Additional files

**Additional file 1: Table S1.** Primer sequences for RT-qPCR.

**Additional file 2: Table S2.** Basal left ventricular echocardiographic parameters, heart rate, and body weight of the offspring.

**Additional file 3: Table S3.** Bioinformatics classification of differentially expressed genes.

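Table S3 sorts 220 genes into 11 functional categories, and a gene can appear in several of them. The categories come from the DAVID annotation tool, so the table states which processes a gene has been annotated with and gives no expression value. Of the 79 genes in developmental process and the 76 genes in cell communication, 51 and 55 were among the 135 genes that Table S4 lists for diabetic *Hif1a*+*/*-.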

**Additional file 4: Table S4.** List of genes in Venn diagram in Fig. 3.

**Additional file 5: Table S5.** List of differentially expressed genes with fold change ≥ 30%.

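Table S5 separates the listed genes by direction. In the authors' normalized counts, 109 of its 111 upregulated genes had a mean in diabetic *Hif1a*+*/*- above that of non-diabetic *Wt*, with a median fold change of 1.63. The same genes had a median fold change of 1.14 in diabetic *Wt* and 0.903 in non-diabetic *Hif1a*+*/*-. Of the 25 downregulated genes, 24 were below non-diabetic *Wt* in diabetic *Hif1a*+*/*- (median fold change 0.622) and 24 in diabetic *Wt* (median 0.806). A further 8 genes are listed as differentially regulated, meaning that their direction differed between groups. For 92 of the 111 upregulated and 21 of the 25 downregulated genes the diabetic *Hif1a*+*/*- samples did not overlap those of non-diabetic *Wt*.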

**Additional file 6: Table S6.** The list of HIF-1 signaling target genes.

**Additional file 7: Table S7.** The list of the references for genes linked to HIF-1 signalling by manual literature search.

**Additional file 8: Table S8.** Bioinformatics enrichment analysis using gProfiler: g:GOST Gene Group Functional Profiling tool.

**Additional file 9: Table S9.** Bioinformatics mammalian phenotype ontology enrichment analysis using MouseMine Analysis Tools.

**Additional file 10: Figure S1.** RNAseq data validation by RT-qPCR. The values are mean ± SEM (n = 3/group for RNA-Seq, n = 8/group for RT-qPCR).

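The other genes of this panel, as the ratio to non-diabetic *Wt* from the authors' normalized counts (mean ± SEM, n = 3 samples per group), were as follows. *Axl* was 1.63 ± 0.19 in diabetic *Hif1a*+*/*- and 1.01 ± 0.049 in non-diabetic *Hif1a*+*/*-. *Msr1* was 1.91 ± 0.23 and 0.85 ± 0.12 in these groups, *Cfp* 1.64 ± 0.094 and 0.797 ± 0.07, and *Tgfbr2* 1.38 ± 0.13 and 1.03 ± 0.0074. In non-diabetic *Hif1a*+*/*- *Icam1* was 0.773 ± 0.018 and *Timp1* 0.787 ± 0.083. The RNAseq values come from 3 hearts per group, so the SEM rests on few samples.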

**Additional file 11: Figure S2.** Quantification of TUNEL^+^ apoptotic cells per mm^2^ of the RV myocardium (**a**) and septum (**b**). The values are mean ± SEM (n = 4 individuals/3 sections/group). Two-way ANOVA indicating a significant effect of diabetes (RV: P < 0.0001; septum: P < 0.0001) followed by post hoc Tukey’s multiple-comparison test, **P < 0.01, ***P < 0.001, **** P < 0.0001.

**Additional file 12: Figure S3.** PECAM-1 expression in the LV. Representative images of staining of PECAM-1 (red) with Hoechst stained cell nuclei (blue) in the LV of 12 week-old offspring (**a-d**). Scale bar = 50 μm. **e-h**: Delineated PECAM+ area in the myocardium using Adobe Photoshop. Quantification of PECAM-1 staining determined as a percentage of positive area in the field of view by ImageJ (**i**). The values are mean ± SEM (n = 4). Statistical significance assessed by two-way ANOVA: genotype effect P = 0.0302, followed by post hoc Tukey’s multiple-comparison test with no significant result.

## Abbreviations

AGEs: advanced glycation end products
CD36: cluster of differentiation 36 (fatty acid translocase)
COL1: collagen 1
CX43: connexin 43
FA: fatty acid
FS: fractional shortening
HIF-1α: hypoxia-inducible factor 1 alpha
LDHA: lactate dehydrogenase A
LV: left ventricle
PAS: periodic acid-shiff
RNAseq: RNA deep sequencing
RT-qPCR: reverse transcription-quantitative real-time polymerase chain reaction
RV: right ventricle
STZ: streptozotocin
TGFß1: transforming growth factor, beta 1
TNFα: tumor necrosis factor
TNFR2: tumor necrosis factor receptor type II
TUNEL: terminal deoxynucleotidyl transferase dUTP nick end labeling
VEGFA: vascular endothelial growth factor A
Wt: wild type

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primer sequences for RT-qPCR.

**Table S1.** Primer sequences for RT-qPCR

| <b>Gene name</b>      | <b>sequence 5'→3'</b>         |
|-----------------------|-------------------------------|
| <b><i>Hprt1</i> F</b> | GCTTGCTGGTGAAAAGGACCTCTCGAAG  |
| <b><i>Hprt1</i> R</b> | CCTGAAGTACTCATTATAGTCAAGGGCAT |
| <b><i>Axl</i> F</b>   | CATCCTCAAGGTCGCTGTGA          |
| <b><i>Axl</i> R</b>   | CATGACGTTGGGGTGGTCAA          |
| <b><i>Ccl9</i> F</b>  | AGCCTTTTCATACTGCCCTCT         |
| <b><i>Ccl9</i> R</b>  | CAATTTCAAGCCCTTGCTGTG         |
| <b><i>Cd248</i> F</b> | GCAGCCTTACAGGGGTACAG          |
| <b><i>Cd248</i> R</b> | TGTGGTCTCAGCCATGTGTC          |
| <b><i>CD36</i> F</b>  | GCTCGTTTCAACTCTCACACAC        |
| <b><i>CD36</i> R</b>  | TACGTGGCCCGGTTCTACTA          |
| <b><i>Cfp</i> F</b>   | CCATGTAGTCCCAACGCCAC          |
| <b><i>Cfp</i> R</b>   | TCTCACCTGACCTTCAACC           |
| <b><i>Fbn1</i> F</b>  | GCAGAAACACGATTGGCTCC          |
| <b><i>Fbn1</i> R</b>  | GTTCCCGTTTCCAGTTGCAC          |
| <b><i>Herc3</i> F</b> | TTGAAGGAACTGTCACCAACTG        |
| <b><i>Herc3</i> R</b> | TGTCTTCACCGGGGTAATCT          |
| <b><i>Icam</i> F</b>  | GAGACGCAGAGGACCTTAACA         |
| <b><i>Icam</i> R</b>  | ACAGTTACTTGGCTCCCTTCC         |
| <b><i>Kdm3a</i> F</b> | GGGAATGTCAACAAGGAGAATAA       |
| <b><i>Kdm3a</i> R</b> | TTGTTCAAGAGGGGGCAAG           |
| <b><i>LDHa</i> F</b>  | GCACTGACGCAGACAAGG            |
| <b><i>LDHa</i> R</b>  | TGATCACCTCGTAGGCACTG          |
| <b><i>Lrp1</i> F</b>  | ACTGGACTAACTGGCACACG          |
| <b><i>Lrp1</i> R</b>  | CGATACCCCTCGGCATCTTC          |
| <b><i>Msr1</i> F</b>  | GGGAAGTGGATAAATCAGTGCT        |
| <b><i>Msr1</i> R</b>  | CCTCTTGTTTCATGAGGGCAGA        |
| <b><i>Mylk3</i> F</b> | ACTTTGGTAGGGTCCACATTCC        |
| <b><i>Mylk3</i> R</b> | CTAGAGGCGTCAGCTTGCAC          |
| <b><i>Pi16</i> F</b>  | TGGCACGAGGAGCATGAGTA          |
| <b><i>Pi16</i> R</b>  | GGGAGCCACAGCCAATTCTC          |
| <b><i>Tgfb1</i> F</b> | GCTGAACCAAGGAGACGGAA          |
| <b><i>Tgfb1</i> R</b> | ATGTCATGGATGGTGCCAG           |
| <b><i>Tgfb2</i> F</b> | CGATTACATCATCTTTTCGGAAG       |
| <b><i>Tgfb2</i> R</b> | TGGACACGGTAGCAGTAGAAGA        |
| <b><i>Timp1</i> F</b> | GGCATCTGGCATCCTCTTGT          |
| <b><i>Timp1</i> R</b> | TGGTCTCGTTGATTTCTGGGG         |
| <b><i>Vegfa</i> F</b> | ACTGGACCCTGGCTTTACTG          |
| <b><i>Vegfa</i> R</b> | TGGGACTTCTGCTCTCCTTC          |

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Basal left ventricular echocardiographic parameters, heart rate, and body weight of the offspring.

**Table S2.** Basal left ventricular echocardiographic parameters, heart rate, and body weight of the offspring.

**1-week-old male offspring**

| group/(n)                                                 | AWTd | LVDd | PWTd | AWTs | LVDs | PWTs | FS % | HR  | BW    |
|-----------------------------------------------------------|------|------|------|------|------|------|------|-----|-------|
| <i>Wt</i> non-diabetic pregnancy/(n=20)                   | 0.37 | 1.92 | 0.39 | 0.62 | 0.86 | 0.67 | 55.5 | 444 | 3.7   |
| SEM                                                       | 0.01 | 0.03 | 0.01 | 0.02 | 0.03 | 0.01 | 1.4  | 16  | 0.09  |
| <i>Wt</i> diabetic pregnancy/(n=14)                       | 0.4  | 1.69 | 0.4  | 0.56 | 0.74 | 0.65 | 56.3 | 431 | 2.8   |
| SEM                                                       | 0.01 | 0.06 | 0.01 | 0.02 | 0.04 | 0.03 | 1.24 | 16  | 0.19  |
| <i>Hif1a</i> <sup>+/-</sup> non-diabetic pregnancy/(n=17) | 0.4  | 1.99 | 0.41 | 0.62 | 0.93 | 0.68 | 53.5 | 421 | 3.7   |
| SEM                                                       | 0.01 | 0.03 | 0.01 | 0.02 | 0.04 | 0.02 | 1.68 | 14  | 0.1   |
| <i>Hif1a</i> <sup>+/-</sup> diabetic pregnancy/(n=9)      | 0.37 | 1.74 | 0.38 | 0.55 | 0.83 | 0.59 | 52.9 | 431 | 3.0   |
| SEM                                                       | 0.01 | 0.1  | 0.01 | 0.02 | 0.07 | 0.03 | 2.05 | 22  | 0.253 |

**12-week-old male offspring**

| group/(n)                                                 | AWTd | LVDd | PWTd | AWTs | LVDs | PWTs | FS %                | HR                | BW                 |
|-----------------------------------------------------------|------|------|------|------|------|------|---------------------|-------------------|--------------------|
| <i>Wt</i> non-diabetic pregnancy/(n=20)                   | 0.76 | 3.92 | 0.7  | 1.17 | 2.31 | 1.22 | 41.2 <sup>†‡§</sup> | 477 <sup>†§</sup> | 25.9 <sup>†§</sup> |
| SEM                                                       | 0.02 | 0.06 | 0.02 | 0.02 | 0.05 | 0.02 | 0.6                 | 6                 | 1.5                |
| <i>Wt</i> diabetic pregnancy/(n=15)                       | 0.69 | 3.73 | 0.66 | 1.02 | 2.35 | 1.06 | 37.0 <sup>§</sup>   | 440 <sup>*</sup>  | 23.6 <sup>*†</sup> |
| SEM                                                       | 0.01 | 0.04 | 0.01 | 0.02 | 0.04 | 0.02 | 0.4                 | 10                | 0.6                |
| <i>Hif1a</i> <sup>+/-</sup> non-diabetic pregnancy/(n=15) | 0.75 | 3.93 | 0.70 | 1.10 | 2.46 | 1.13 | 37.5 <sup>§</sup>   | 469 <sup>§</sup>  | 27.6 <sup>†§</sup> |
| SEM                                                       | 0.02 | 0.09 | 0.02 | 0.03 | 0.09 | 0.03 | 1.1                 | 10                | 0.8                |
| <i>Hif1a</i> <sup>+/-</sup> diabetic pregnancy/(n=10)     | 0.62 | 3.85 | 0.61 | 0.91 | 2.64 | 0.93 | 31.4 <sup>*††</sup> | 425 <sup>*†</sup> | 24.0 <sup>*†</sup> |
| SEM                                                       | 0.01 | 0.04 | 0.01 | 0.02 | 0.03 | 0.03 | 0.6                 | 10                | 0.7                |

**1-week-old female offspring**

| group/(n)                                                 | AWTd | LVDd | PWTd | AWTs | LVDs | PWTs | FS % | HR  | BW   |
|-----------------------------------------------------------|------|------|------|------|------|------|------|-----|------|
| <i>Wt</i> non-diabetic pregnancy/(n=19)                   | 0.36 | 1.87 | 0.38 | 0.60 | 0.83 | 0.64 | 55.6 | 439 | 3.6  |
| SEM                                                       | 0.01 | 0.03 | 0.01 | 0.02 | 0.04 | 0.02 | 1.47 | 14  | 0.10 |
| <i>Wt</i> diabetic pregnancy/(n=18)                       | 0.39 | 1.75 | 0.39 | 0.61 | 0.79 | 0.64 | 54.9 | 427 | 3.1  |
| SEM                                                       | 0.01 | 0.05 | 0.01 | 0.01 | 0.03 | 0.02 | 1.14 | 12  | 0.15 |
| <i>Hif1a</i> <sup>+/-</sup> non-diabetic pregnancy/(n=22) | 0.38 | 1.90 | 0.40 | 0.62 | 0.83 | 0.67 | 56.1 | 429 | 3.4  |
| SEM                                                       | 0.01 | 0.03 | 0.01 | 0.02 | 0.02 | 0.02 | 1.07 | 13  | 0.11 |
| <i>Hif1a</i> <sup>+/-</sup> diabetic pregnancy/(n=7)      | 0.39 | 1.71 | 0.40 | 0.57 | 0.77 | 0.61 | 54.9 | 416 | 3.0  |
| SEM                                                       | 0.01 | 0.06 | 0.01 | 0.01 | 0.04 | 0.02 | 1.44 | 31  | 0.21 |

**12-week-old female offspring**

| group/(n)                                                 | AWTd | LVDd | PWTd | AWTs | LVDs | PWTs | FS %                | HR  | BW                 |
|-----------------------------------------------------------|------|------|------|------|------|------|---------------------|-----|--------------------|
| <i>Wt</i> non-diabetic pregnancy/(n=22)                   | 0.67 | 3.72 | 0.65 | 1.08 | 2.29 | 1.09 | 38.1 <sup>†‡§</sup> | 419 | 22.8 <sup>†§</sup> |
| SEM                                                       | 0.01 | 0.03 | 0.01 | 0.01 | 0.02 | 0.02 | 0.4                 | 11  | 0.4                |
| <i>Wt</i> diabetic pregnancy/(n=19)                       | 0.64 | 3.6  | 0.64 | 0.93 | 2.35 | 1.01 | 34.4 <sup>*‡§</sup> | 434 | 20.8 <sup>*†</sup> |
| SEM                                                       | 0.01 | 0.05 | 0.01 | 0.02 | 0.04 | 0.02 | 0.4                 | 10  | 0.5                |
| <i>Hif1a</i> <sup>+/-</sup> non-diabetic pregnancy/(n=23) | 0.71 | 3.68 | 0.7  | 1.02 | 2.35 | 1.07 | 36.1 <sup>†§</sup>  | 406 | 22.5 <sup>†</sup>  |
| SEM                                                       | 0.01 | 0.03 | 0.02 | 0.02 | 0.03 | 0.02 | 0.5                 | 9   | 0.3                |
| <i>Hif1a</i> <sup>+/-</sup> diabetic pregnancy/(n=7)      | 0.65 | 3.58 | 0.57 | 0.86 | 2.44 | 0.86 | 31.8 <sup>*††</sup> | 449 | 19.7 <sup>*†</sup> |
| SEM                                                       | 0.01 | 0.09 | 0.01 | 0.02 | 0.09 | 0.02 | 1.2                 | 14  | 0.5                |

AWTd, diastolic anterior wall thickness; LVDd, left ventricle diastolic cavity diameter; PWTd, diastolic posterior wall thickness; AWTs systolic anterior wall thickness; LVDs, left ventricle systolic cavity diameter; PWTs, systolic posterior wall thickness; FS%, fractional shortening; HR, heart rate; BW, body weight. Significant differences by post hoc Tukey's multiple-comparison test; \*, P < 0.05 in comparison to *Wt* non-diabetic pregnancy; †, P < 0.05 in comparison to *Wt* diabetic pregnancy; ‡, P < 0.05 in comparison to *Hif1a*<sup>+/-</sup> non-diabetic pregnancy; §, P < 0.05 in comparison to *Hif1a*<sup>+/-</sup> diabetic pregnancy.

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Bioinformatics classification of differentially expressed genes.

**Table S3.** Bioinformatics classification of differentially expressed genes

| Biological process category/Genes (N)      | List of genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|--------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Response to stress/63</b>               | <i>Ackr2, Aldh1a1, Anxa1, C1qa, C1qb, C1qc, C3ar1, C5ar1, Casp4, Ccl2, Ccl6, Ccl7, Ccl9, Cd14, Cd55, Cd9, Clasp1, Clec4n, Col3a1, Coro1a, Ctl1, Ctss, Cul4a, Cxcl1, Dab2, Dhx9, Duox1, Duoxa1, Ecm1, F13a1, Fcgr2b, Fcna, Fstl1, Icam1, Ifitm1, Il33, Impact, Itgam, Lmcd1, Loxl2, Lyz2, Malt1, Mrc1, Mylk3, Myocd, Nek1, Nlrp10, Pf4, Plek, Ptgs1, Ptpnj, Rps6kb1, Serpinb6a, Setd2, Sfrp1, Srpj, Stab1, Tgfbr2, Tlr13, Txnip, Tyrobp, Vav1, Vldlr</i>                                                                                                                      |
| <b>Developmental process/79</b>            | <i>Adra1a, Aldh1a1, Amigo2, Anxa1, C1qb, C1qc, C3ar1, C5ar1, Casp4, Ccdc141, Ccdc80, Ccl2, Ccl7, Ccl9, Cd248, Cd53, Cd9, Cep126, Clasp1, Clec3b, Col3a1, Coro1a, Ctsc, Cul4a, Cxcl1, Dab2, Dact2, Dcl1, Duox1, Duoxa1, Ecm1, Fbn1, Gas7, Hcls1, Hexa, Icam1, Ifitm1, Il33, Ildr2, Impact, Itgam, Kcnab2, Kdm3a, Kdm5a, Loxl2, Lrp1, Malt1, Mfap5, Mknk2, Mmp19, Mylk3, Myocd, Nbl1, Nek1, Nrn1, Pf4, Pi16, Pirb, Pkp2, Plek, Ptgs1, Ptpnj, Rpn2, Rps6kb1, Rpsa, S100a10, Serpinb6a, Setd2, Sfrp1, Stab1, Stmn4, Syne1, Tgfbr2, Txnip, Tyrobp, Usp9x, Vav1, Vldlr, Zbtb7b</i> |
| <b>Metabolic process/73</b>                | <i>A4galt, Adgrd1, Adra1a, Anxa1, Arel1, Asb11, Asb15, B3gat3, C1qa, C1qb, C1qc, C5ar1, Casp4, Ccl2, Ccl6, Ccl7, Ccl9, Cd55, Clec3b, Clk1, Col3a1, Ctsc, Ctss, Cul4a, Dab2, Dcaf5, Dcl1, Ddost, Dok2, Dusp27, Ecm1, Eef1g, F13a1, Fbn1, Fcna, Hcls1, Herc3, Icam1, Il33, Ildr2, Impact, Itgam, Kdm3a, Kdm5a, Loxl2, Malt1, March1, Mknk2, Mmp19, Mylk3, Myocd, Nek1, Pcolce, Pf4, Pfkfb2, Pi16, Plek, Pm20d2, Ppp1r37, Psm1, Ptpnj, Rpn2, Rps6kb1, Rpsa, Serpinb6a, Setd2, Sfrp1, Tgfbr2, Tlr13, Trim33, Txnip, Usp9x, Vldlr</i>                                             |
| <b>Immune system processes/55</b>          | <i>Anxa1, C1qa, C1qb, C1qc, C3ar1, C5ar1, Casp4, Ccl2, Ccl6, Ccl7, Ccl9, Cd14, Cd248, Cd300ld, Cd55, Clec4n, Col3a1, Coro1a, Ctsc, Ctss, Cul4a, Cxcl1, Dab2, Dact2, Ddost, Ecm1, Fbn1, Fcgr2b, Fcna, Fyb, Hcls1, Icam1, Ifitm1, Il33, Itgam, Kcnab2, Lmcd1, Malt1, March1, Mfap5, Mknk2, Mrc1, Myo1g, Nbl1, Nlrp10, Pf4, Pirb, Plek, Ptpnj, Sfrp1, Tgfbr2, Tlr13, Tyrobp, Vav1, Zbtb7b</i>                                                                                                                                                                                   |
| <b>Regulation of cell proliferation/33</b> | <i>Anxa1, C3ar1, C5ar1, Ccl2, Cd248, Cd9, Coro1a, Cul4a, Cxcl1, Dab2, Dpt, Ecm1, Fcgr2b, Fgf16, Folr2, Hcls1, Ifitm1, Il33, Itgam, Loxl2, Lrp1, Malt1, Myocd, Pf4, Pkp2, Ptgs1, Ptpnj, Rps6kb1, Sfrp1, Srpj, Tgfbr2, Txnip, Wdr13</i>                                                                                                                                                                                                                                                                                                                                        |
| <b>Angiogenesis/11</b>                     | <i>C3ar1, C5ar1, Ccdc80, Ccl2, Ecm1, Loxl2, Mmp19, Pf4, Setd2, Stab1, Tgfbr2</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| <b>ECM organization/10</b>                 | <i>Ccdc80, Ccl2, Clasp1, Col3a1, Ctss, Dpt, Loxl2, Mfap5, Mmp19, Mrc2</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| <b>Cell death/28</b>                       | <i>Aldh1a1, Amigo2, Anxa1, Arel1, C5ar1, Casp4, Ccl2, Cd248, Coro1a, Ctsc, Dab2, Emp3, Fcgr2b, Hcls1, Icam1, Il33, Impact, Ivns1abp, Lrp1, Malt1, Mknk2, Myocd, Pf4, Rps6kb1, Sfrp1, Srpj, Tgfbr2, Txnip</i>                                                                                                                                                                                                                                                                                                                                                                 |

**Table S3.** Continued

| Biological process category/Genes (N) | List of genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Cell communication/76</b>          | <i>Ackr2, Adgrd1, Adra1a, Anxa1, Asb11, Asb15, C3ar1, C5ar1, Casp4, Ccl2, Ccl6, Ccl7, Ccl9, Cd14, Cd53, Cd9, Clec4n, Col3a1, Coro1a, Ctsc, Cxcl1, Dab2, Dact2, Dcl1, Dok2, Duox1, Ecm1, Fbn1, Fcgr2b, Fcna, Fgf16, Frat2, Fyb, Gpr22, Hcls1, Hexa, Icam1, Il33, Ildr2, Impact, Iqgap2, Itgam, Ivns1abp, Kdm3a, Lmcd1, Lrp1, Malt1, Mknk2, Myo1g, Myocd, Nbl1, Ncln, Olfr78, P2ry6, Pf4, Pfkfb2, Pirb, Pkp2, Plek, Ptgs1, Ptprj, Rab15, Rps6kb1, Rrad, Sfrp1, Snx13, SrpX, Stab1, Tgfbr2, Tlr13, Trim33, Txnip, Tyrobp, Usp9x, Vav1, Vldlr</i>                                    |
| <b>Transport/24</b>                   | <i>Anxa1, Atp8a1, Atp9a, Ccl2, Cd14, Cd9, Clasp1, Coro1a, Dab2, Fcgr2b, Lrp1, Mrc1, Mrc2, Msr1, Myo1g, Osbpl6, Plek, Rab15, S100a10, SrpX, Syne1, Tgfbr2, Vav1, Vldlr</i>                                                                                                                                                                                                                                                                                                                                                                                                        |
| <b>Others/79</b>                      | <i>Adamtsl3, Adamtsl4, Adssl1, Aldh1a2, Ankrd28, Arpc1b, Arpc3, Atf6b, Axl, Blk, Cadm3, Capg, Ccser2, Cd320, Cdk2ap2, Cfp, Chd4, Clpx, Cmah, Cpn2, Creld1, Ctsa, Ctsz, Dhdh, Efhd2, Emc10, Emilin2, Fbln1, Fbln2, Fgl2, Fmr1nb, Fxyd5, Fyco1, G0s2, Gusb, Hck, Hn1, Igfbp4, Itgb2, Kap, Laptm5, Lbp, Luzp2, Lyve1, Mat2a, Mmp9, Mpeg1, Mpped2, Ms4a6d, Myh11, Ncf1, Ncf4, Nxpe5, Pacsin2, Pcf11, Pknox2, Pla1a, Plekhh1, Plod3, Ptchd3, Ptgis, Rpl8, Sacs, Scin, Sla, Slc35e2, Slc7a7, Tcn2, Timp1, Tmem245, Ttc39b, Ubn2, Vwf, Wfdc17, Xpo4, Zbtb11, Zfp397, Zfp442, Zfp655</i> |

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 4 — Additional file 4: Table S4. List of genes in Venn diagram in Fig. 3.

**Table S4:** List of genes in Venn diagram in Fig. 3.

| Group/Genes (N)                                                                                                        | List of genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Hif1a<sup>+/-</sup> diabetic pregnancy</b> /(135)                                                                   | <i>Itgb2, Cfp, Timp1, Vwf, Scin, Axl, Pla1a, Hck, Cadm3, Fbln1, G0s2, Fxyd5, Aldh1a2, Blk, Adamtsl4, Ncf1, Lbp, Cmah, Igfbp4, Mmp9, Ptgis, Myh11, Ccl6, Ccl9, Plek, Myo1g, Myocd, Rab15, Iqgap2, Xpo4, Stmn4, Dok2, Fyb, Dab2, Sla, Zbtb11, Ccdc80, Fstl1, Hcls1, Cpn2, Clec4n, Pi16, Emilin2, Zfp397, Ms4a6d, Il33, Msr1, Ptprrj, Ifitm1, Clec3b, Gsta3, Col3a1, Cd55, Dpt, Fcgr2b, Mrc1, Fcna, Fbn1, Tspan18, Duoxa1, Dclk1, Ecm1, Laptm5, Kcnab2, Pf4, Cxcl1, Arpc1b, Mfap5, Ctsc, Tyrobp, Coro1a, Itgam, Lyve1, Cotl1, Rrad, Tgfbr2, Malt1, Folr2, Kap, Gas7, Duox1, Casp4, Tlr13, Vav1, Loxl2, Cd300ld, Ccl7, Ccl2, Pknox2, March1, C1qa, C1qc, C1qb, Ctss, F13a1, Nrn1, Ptchd3, Fgl2, Emp3, Lrp1, C3ar1, Ildr2, Cd53, Nbl1, Pcf11, Slc35e2, Stab1, Olfr78, Adgrd1, Gpr22, Acker2, Adra1a, Mpeg1, Ptgs1, Nxpe5, Frat2, A4galt, Amigo2, P2ry6, Dact2, C5ar1, Cdh20, Cd14, Kdm3a, Pm20d2, Cd248, Capg, Pirb, Fmr1nb, Luzp2, Lyz2, Wfdc17, Adamtsl3, Ncf4, SrpX</i> |
| <b>Wt diabetic pregnancy</b> /(39)                                                                                     | <i>Scin, Axl, Fxyd5, Aldh1a2, Ncf1, Ptgis, Ccl6, Ccl9, Mknk2, Rab15, Stmn4, Fyb, Sla, Ms4a6d, Il33, Msr1, Gsta3, Fbn1, Tspan18, Cxcl1, Lyve1, Tsc22d3, Kap, Tlr13, Ccl2, March1, Txnip, Ctss, Fgl2, Cd53, Olfr78, Frat2, Amigo2, Cdh20, Aldh1a1, Fmr1nb, Cyt11, Luzp2, Trp53i11</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| <b>Hif1a<sup>+/-</sup> non-diabetic pregnancy</b> /(17)                                                                | <i>Mmp9, Rab15, Hif1a, Duoxa1, Itgam, Kap, Ccl7, Ccl2, Nrn1, Ptchd3, Olfr78, Acker2, Frat2, Cdh20, Plekhh1, Fmr1nb, Zfp442</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| <b>Hif1a<sup>+/-</sup> diabetic pregnancy + Wt diabetic pregnancy</b> /(26)                                            | <i>Ctss, Lyve1, Il33, Ccl6, Stmn4, Tspan18, Gsta3, Fgl2, Scin, Ccl9, Aldh1a2, Axl, Ms4a6d, Amigo2, Sla, Ptgis, Msr1, Cd53, Tlr13, Fbn1, Fyb, Luzp2, Cxcl1, Ncf1, March1, Fxyd5</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| <b>Hif1a<sup>+/-</sup> diabetic pregnancy + Hif1a<sup>+/-</sup> non-diabetic pregnancy</b> /(7)                        | <i>Acker2, Duoxa1, Nrn1, Mmp9, Ccl7, Itgam, Ptchd3</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| <b>Hif1a<sup>+/-</sup> diabetic prgnancy + Wt diabetic pregnancy + Hif1a<sup>+/-</sup> non-diabetic pregnancy</b> /(7) | <i>Frat2, Cdh20, Olfr78, Ccl2, Kap, Fmr1nb, Rab15</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

30%-fold change threshold to *Wt* non-diabetic pregnancy was applied, genes with great variability were excluded from analysis.

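With groups of 3 samples, a fold change of group means can be set by a single sample. When each sample was left out in turn, the number of the 135 genes for diabetic *Hif1a*+*/*- that kept a 30% change was lowest, 116, without diabetic *Hif1a*+*/*- replicate 77. The number of the 39 genes for diabetic *Wt* was lowest, 27, without diabetic *Wt* replicate 80, and that of the 17 genes for non-diabetic *Hif1a*+*/*- was lowest, 11, without non-diabetic *Hif1a*+*/*- replicate 32. The measure of variability used to exclude genes is not given with the table.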

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 5 — Additional file 5: Table S5. List of differentially expressed genes with fold change ≥ 30%.

**Table S5:** List of differentially expressed genes with fold change  $\geq 30\%$ 

| Group/Genes (N)                    | List of genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Upregulated genes (111)            | <i>Itgb2, Cfp, Timp1, Vwf, Axl, Pla1a, Hck, Cadm3, Fbln1, Fxyd5, Aldh1a2, Adamtsl4, Ncf1, Lbp, Cmah, Igfbp4, Ptgis, Ccl6, Ccl9, Plek, Myo1g, Rab15, Stmn4, Dok2, Fyb, Dab2, Sla, Ccdc80, Fstl1, Hcls1, Clec4n, Pi16, Emilin2, Ms4a6d, Il33, Msr1, Ptprij, Ifitm1, Clec3b, Gsta3, Col3a1, Cd55, Dpt, Fcgr2b, Mrc1, Fcna, Duoxa1, Dclk1, Ecm1, Laptm5, Kcnab2, Pf4, Cxcl1, Arpc1b, Mfap5, Ctsc, Tyrobp, Coro1a, Lyve1, Cotl1, Rrad, Tgfbr2, Folr2, Gas7, Duox1, Casp4, Tlr13, Vav1, Loxl2, Cd300ld, Pknox2, March1, C1qa, C1qc, C1qb, Ctss, F13a1, Fgl2, Emp3, Lrp1, C3ar1, Ildr2, Cd53, Nbl1, Stab1, Adgrd1, Mpeg1, Ptgs1, Nxpe5, Frat2, A4galt, Amigo2, P2ry6, Dact2, C5ar1, Cd14, Cd248, Capg, Pirb, Lyz2, Wfdc17, Adamtsl3, Ncf4, SrpX, Mknk2, Tsc22d3, Aldh1a1, Cyt11, Hif1a, Plekhh1, Zfp442</i> |
| Downregulated genes (25)           | <i>Scin, G0s2, Blk, Myh11, Myocd, Iqgap2, Xpo4, Zbtb11, Cpn2, Zfp397, Tspan18, Malt1, Nrn1, Ptchd3, Pcf11, Slc35e2, Olfr78, Gpr22, Adra1a, Cdh20, Kdm3a, Pm20d2, Luzp2, Txnip, Trp53i11</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Differentially regulated genes (8) | <i>Mmp9, Itgam, Kap, Ccl7, Ccl2, Ackr2, Fmr1nb, Fbn1</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 6 — Additional file 6: Table S6. The list of HIF-1 signaling target genes.

**Table S6:** The list of HIF-1 signaling target genes

| Category                                             | N genes/ % of 135 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|------------------------------------------------------|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Direct HIF-1 target genes                            | 9/6.7%            | <i>Adgrd1, Axl, Cd55, Cfp, Kdm3a, Loxl2, Lrp1, Pcf11, Sla</i>                                                                                                                                                                                                                                                                                                                                                                                                     |
| Gene expression linked to <i>Hif1a</i>               | 18/13.3%          | <i>Aldh1a2, Capg, Cd248, Col3a1, Coro1a, Cxcl1, Dcll1, Ifitm1, Il33, Lyve1, Msr1, Myh11, Ptgis, Ptgs1, Ptpn22, Srp, Tgfbr2, Timp1</i>                                                                                                                                                                                                                                                                                                                             |
| Gene expression linked to hypoxia                    | 42/31.1%          | <i>Adra1a, Amigo2, C1qa, C1qb, Ccl2, Ccl7, Ccl9, Cd53, Cpn2, Ctsc, Ctss, Dpt, Ecm1, Emp3, F13a1, Fbln1, Fbn1, Fcgr2b, Fgl2, Folr2, Frat2, Fstl1, Fxyd5, Fyb, G0s2, Gas7, Gsta3, Igfbp4, Itgb2, Kap, Lbp, Mmp9, Mpeg1, Myocd, Ncf1, Nrn1, Pirb, Rab15, Rrad, Stab1, Vav1, Vwf</i>                                                                                                                                                                                  |
| Predicted HIF-1 target genes                         | 12/8.9%           | <i>C5ar1, Capg, Ccdc80, Ctss, Fmr1nb, Fyb, Itgb2, Mmp9, Myocd, Ptgis, Rab15, Vwf</i>                                                                                                                                                                                                                                                                                                                                                                              |
| Genes from the families with predicted HIF-1 targets | 62/45.9%          | <i>Ackr2, Adamtsl3, Adamtsl4, Adgrd1, Aldh1a2, Amigo2, Arpc1b, C1qa, C1qb, C1qc, Casp4, Ccl2, Ccl6, Ccl7, Ccl9, Cd14, Cd248, Cd300ld, Cd53, Cd55, Cdh20, Clec3b, Clec4n, Col3a1, Coro1a, Ctsc, Cxcl1, Ecm1, Emilin2, Emp3, Fbln1, Fcna, Frat2, Fxyd5, Gas7, Gpr22, Gsta3, Ifitm1, Il33, Itgam, Kcnab2, Kdm3a, Lbp, Mfap5, Mrc1, Ms4a6d, Myh11, Myo1g, Nxpe5, Olfr78, P2ry6, Plek, Ptchd3, Ptgs1, Ptpn22, Slc35e2, Tgfbr2, Tlr13, Vav1, Wfdc17, Zbtb11, Zfp397</i> |

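Table S6 starts from the genes of Table S4 for diabetic *Hif1a*+*/*-. All but 1 of its genes, *Ptpn22*, were among those 135. Table S7 has *Ptprj* and no *Ptpn22*, so this entry may stand for *Ptprj*, which is among the 135. The entry was left out of the counts here, whereas the table lists 18 genes linked to *Hif1a* and 62 family members with it. Its sets for genes linked to *Hif1a* expression and to hypoxia held 17 (12.6%) and 42 (31.1%) of the 135 genes, with median fold changes in diabetic *Hif1a*+*/*- of 1.68 and 1.57 in the authors' normalized counts. All sets together held 102 of the 135 genes (75.6%).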

The list of genes with fold change  $\leq 0.3$  in *Hif1a*<sup>+/−</sup> offspring exposed to maternal diabetes (N=135) was used for manual literature search for direct targets of HIF-1 signalling, genes affected by alteration in the *Hif1a* expression, and hypoxia. Harmonizome database was used for the search of predicted targets and genes from families of genes with predicted targets based on binding site motifs.

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 7 — Additional file 7: Table S7. The list of the references for genes linked to HIF-1 signalling by manual literature search.

**Table S7:** The list of the references for genes linked to HIF-1 signalling by manual literature search

| <b>Symbol</b> | <b>Name</b>                                               | <b>PubMed ID</b> |
|---------------|-----------------------------------------------------------|------------------|
| Adgrd1        | adhesion G protein-coupled receptor D1                    | PMID: 27775701   |
| Adra1a        | adrenergic receptor, alpha 1a                             | PMC2951593       |
| Aldh1a2       | aldehyde dehydrogenase family 1, subfamily A2             | PMID: 26220168   |
| Amigo2        | adhesion molecule with Ig like domain 2                   | PMID: 20848564   |
| Axl           | AXL receptor tyrosine kinase                              | PMID: 25187556   |
| Blk           | B lymphoid kinase                                         | PMID: 26626568   |
| C1qa          | complement component 1, q subcomponent, alpha polypeptide | PMID: 28858246   |
| C1qb          | complement component 1, q subcomponent, beta polypeptide  | PMID: 28858246   |
| Capg          | capping protein (actin filament), gelsolin-like           | PMID: 19188659   |
| Ccl2          | chemokine (C-C motif) ligand 2                            | PMID: 14734750   |
| Ccl7          | chemokine (C-C motif) ligand 7                            | PMID: 20729179   |
| Ccl9          | chemokine (C-C motif) ligand 9                            | PMID: 15625408   |
| Cd248         | CD248 antigen, endosialin                                 | PMID: 18813310   |
| Cd53          | CD53 antigen                                              | PMID: 15625408   |
| Cd55          | CD55 molecule, decay accelerating factor for complement   | PMID: 15923405   |
| Col3a1        | collagen, type III, alpha 1                               | PMID: 19790048   |
| Coro1a        | coronin, actin binding protein 1A                         | PMID: 16565084   |
| Cpn2          | carboxypeptidase N, polypeptide 2                         | PMID: 24867948   |
| Ctsc          | cathepsin C                                               | PMID: 19454749   |
| Ctss          | cathepsin S                                               | PMID: 23816886   |
| Cxcl1         | chemokine (C-X-C motif) ligand 1                          | PMID: 19454749   |
| Dclk1         | doublecortin-like kinase 1                                | PMID: 27320910   |
| Dpt           | dermatopontin                                             | PMID: 23262218   |
| Ecm1          | extracellular matrix protein 1                            | PMID: 22495609   |
| Emp3          | epithelial membrane protein 3                             | PMID: 15100389   |
| F13a1         | coagulation factor XIII, A1 subunit                       | PMID: 27211559   |
| Fbln1         | fibulin 1                                                 | PMID: 22495609   |
| Fbn1          | fibrillin 1                                               | PMID: 29215599   |
| Fcgr2b        | Fc receptor, IgG, low affinity IIb                        | PMID: 16849508   |
| Fgl2          | fibrinogen-like protein 2                                 | PMID: 20416888   |
| Folr2         | folate receptor 2 (fetal)                                 | PMID: 26209622   |
| Frat2         | frequently rearranged in advanced T cell lymphomas 2      | PMID: 19725949   |
| Fstl1         | follicle-stimulating-like 1                               | PMID: 28361925   |
| Fxyd5         | FXD domain-containing ion transport regulator 5           | PMC2743718       |
| Fyb           | FYN binding protein                                       | PMID: 24114211   |
| G0s2          | G0/G1 switch gene 2                                       | PMID: 24344269   |
| Gas7          | growth arrest specific 7                                  | PMID: 16849508   |
| Gsta3         | glutathione S-transferase, alpha 3                        | PMID: 21447374   |
| Ifitm1        | interferon induced transmembrane protein 1                | PMID: 20003295   |
| Igfbp4        | insulin-like growth factor binding protein 4              | PMID: 18366759   |

**Table S7:** Continued

| <b>Symbol</b> | <b>Name</b>                                        | <b>PubMed ID</b>                  |
|---------------|----------------------------------------------------|-----------------------------------|
| Il33          | interleukin 33                                     | PMID: 23967327                    |
| Itgb2         | integrin beta 2                                    | PMID: 19740309                    |
| Kap           | kidney androgen regulated protein                  | PMID: 15263007                    |
| Kdm3a         | lysine (K)-specific demethylase 3A                 | PMID: 22645302                    |
| Lbp           | lipopolysaccharide binding protein                 | PMID: 18984585                    |
| Loxl2         | lysyl oxidase-like 2                               | PMID: 22645302                    |
| Lrp1          | low density lipoprotein receptor-related protein 1 | PMID: 21454812                    |
| Lyve1         | lymphatic vessel endothelial hyaluronan receptor 1 | PMID: 26828208                    |
| Mmp9          | matrix metalloproteinase 9                         | PMID: 18097553                    |
| Mpeg1         | macrophage expressed gene 1                        | PMID: 18469115                    |
| Msr1          | macrophage scavenger receptor 1                    | PMID: 19641936                    |
| Myh11         | myosin, heavy polypeptide 11, smooth muscle        | PMID: 27456656                    |
| Myocd         | myocardin                                          | PMID: 27144530,<br>PMID: 19098903 |
| Ncf1          | neutrophil cytosolic factor 1                      | PMID: 18314479                    |
| Nrn1          | neuritin 1                                         | PMID: 19491311                    |
| Pcf11         | PCF11 cleavage and polyadenylation factor subunit  | PMID: 19386601,<br>PMID: 17532074 |
| Pirb          | paired Ig-like receptor B                          | PMID: 22580685                    |
| Ptgis         | prostaglandin I2 (prostacyclin) synthase           | PMID: 15374877                    |
| Ptgs1         | prostaglandin-endoperoxide synthase 1              | PMID: 15374877                    |
| Ptprj         | protein tyrosine phosphatase, receptor type, J     | PMID: 23007793                    |
| Rab15         | RAB15, member RAS oncogene family                  | PMID: 17828398                    |
| Rrad          | Ras-related associated with diabetes               | PMID: 25114038                    |
| Sla           | src-like adaptor                                   | PMID: 21447827                    |
| Srpx          | sushi-repeat-containing protein                    | PMID: 16565084                    |
| Stab1         | stabilin 1                                         | PMID: 16849508                    |
| Tgfbr2        | transforming growth factor, beta receptor II       | PMID: 26146544                    |
| Timp1         | tissue inhibitor of metalloproteinase 1            | PMID: 16711028                    |
| Vav1          | vav 1 oncogene                                     | PMID: 16849508                    |
| Vwf           | Von Willebrand factor                              | PMID: 23580145                    |

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 9 — Additional file 9: Table S9. Bioinformatics mammalian phenotype ontology enrichment analysis using MouseMine Analysis Tools.

**Table S9.** Bioinformatics mammalian phenotype ontology enrichment analysis using MouseMine Analysis Tools.

| <b>Mammalian Phenotype Ontology Enrichment Category</b> | <b>Holm-Bonferroni</b> | <b>Number of genes</b> |
|---------------------------------------------------------|------------------------|------------------------|
| abnormal innate immunity [MP:0002419]                   | 3.93E-10               | 25                     |
| abnormal blood vessel physiology [MP:0000249]           | 5.85E-06               | 17                     |
| abnormal vascular smooth muscle physiology [MP:0005595] | 0.002573               | 9                      |
| abnormal immune system physiology [MP:0001790]          | 2.10E-08               | 51                     |
| immune system phenotype [MP:0005387]                    | 2.74E-07               | 60                     |
| homeostasis/metabolism phenotype [MP:0005376]           | 0.000693               | 63                     |

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 10 — Additional file 10: Figure S1. RNAseq data validation by RT-qPCR. The values are mean ± SEM (n = 3/group for RNA-Seq, n = 8/group for RT-qPCR).

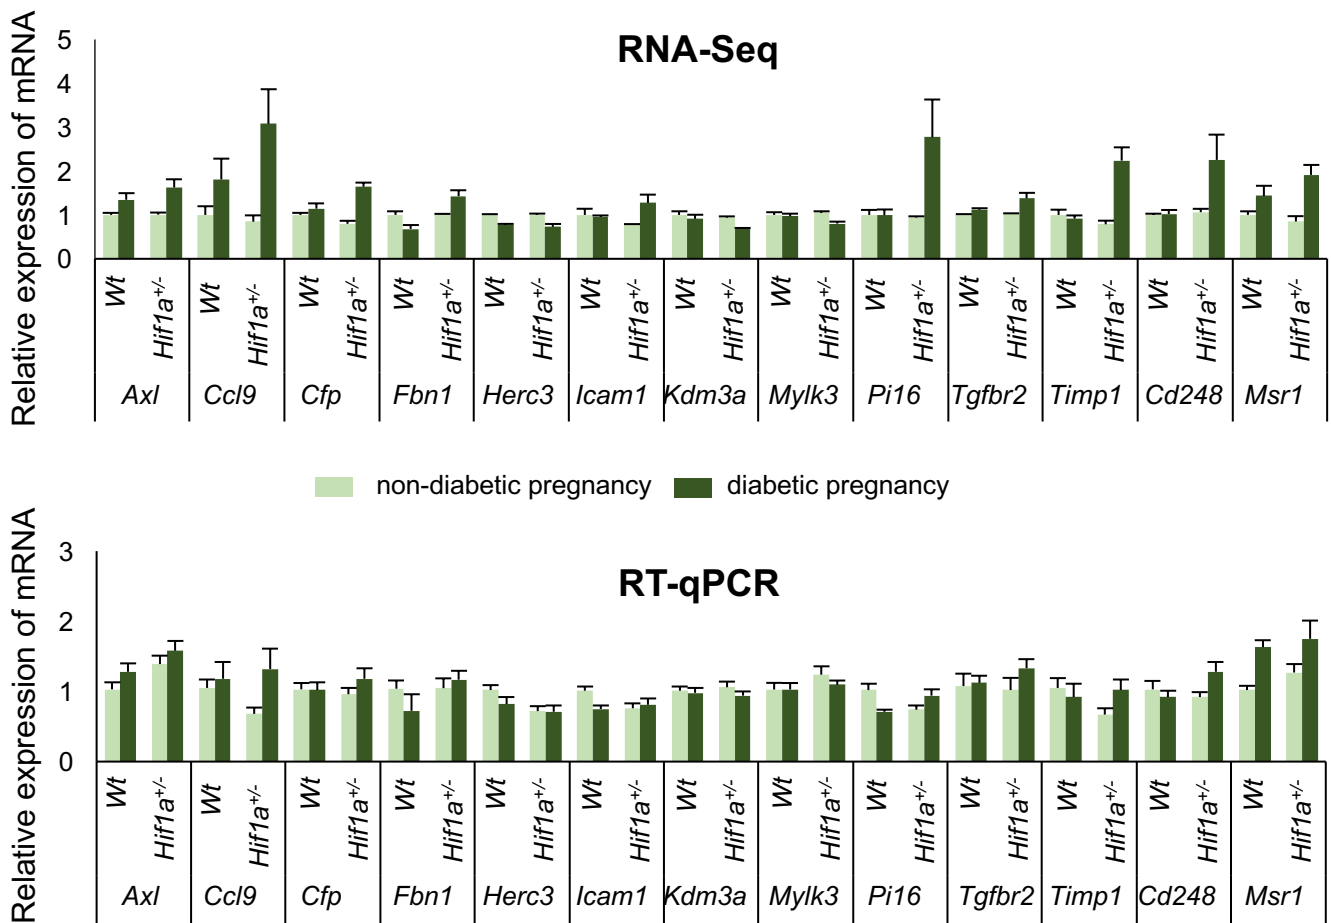

**Figure S1. RNAseq data validation by RT-qPCR.** The values are mean  $\pm$  SEM (n = 3/group for RNA-Seq, n = 8/group for RT-qPCR).

# Supplementary material for: Adverse effects of Hif1a mutation and maternal diabetes on the offspring heart
**Source:** Cardiovasc Diabetol. 2018 May 12;17:68. doi: 10.1186/s12933-018-0713-0
**Supplement:** Supplementary file 11 — Additional file 11: Figure S2. Quantification of TUNEL+ apoptotic cells per mm2 of the RV myocardium (a) and septum (b). The values are mean ± SEM (n = 4 individuals/3 sections/group). Two-way ANOVA indicating a significant effect of diabetes (RV: P < 0.0001; septum: P < 0.0001) followed by post hoc Tukey’s multiple-comparison test, **P < 0.01, ***P < 0.001, **** P < 0.0001.

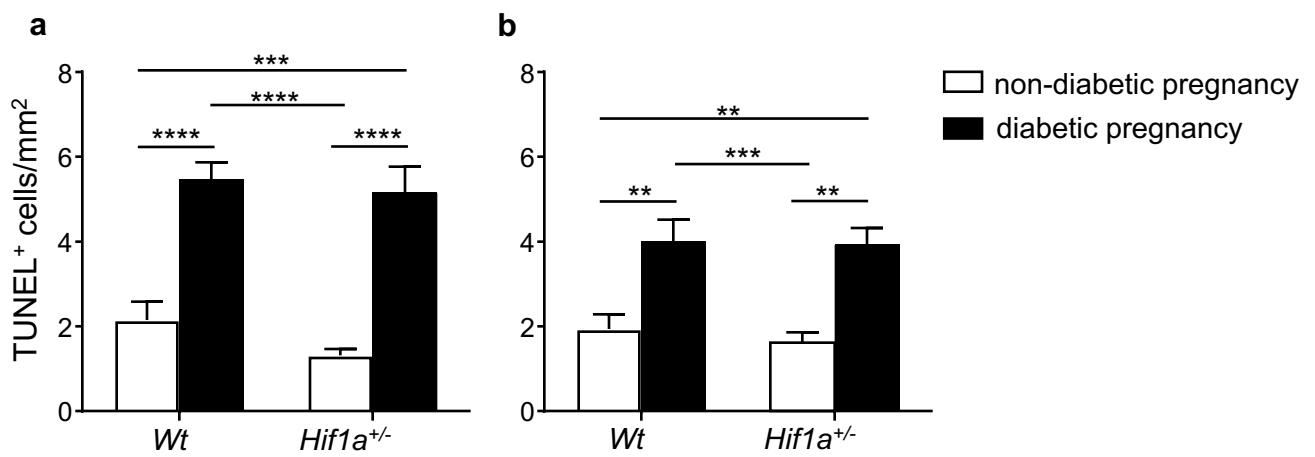

**Figure S2. Quantification of TUNEL<sup>+</sup> apoptotic cells** per mm<sup>2</sup> of the RV myocardium (a) and septum (b). The values are mean  $\pm$  SEM (n = 4 individuals/3 sections/group). Two-way ANOVA indicating a significant effect of diabetes (RV: P < 0.0001; septum: P < 0.0001) followed by post hoc Tukey's multiple-comparison test, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\* P < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

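RNA from the LVs of 12 offspring aged 12 weeks was sequenced by the authors as 3′-seq libraries, with 3 samples in each of 4 groups: *Wt* and *Hif1a*+*/*- from non-diabetic and from diabetic pregnancy. Genotype and pregnancy were taken from the sample labels and the animal number in each title was used as the replicate name. The labels give the sex as female and the paper as male, and both were kept without use in any test.

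The authors removed low-quality, ribosomal and mitochondrial reads, aligned the rest with STAR to GRCm38 with the GENCODE M8 annotation, and counted reads per gene with htseq-count. The deposited counts are whole numbers of reads per gene for each sample, without normalization, followed by 5 tally lines for reads not given to a gene, which were left out here. The authors also deposited normalized counts, in which each count was divided by the sample's DESeq2 size factor. The size factors were recomputed from the 12 count files and equalled the authors' constants to the 4 decimals given. Gene symbols and coordinates came from the GENCODE M21 annotation of GRCm38, matched on the Ensembl identifier without its version, and 46488 of the 46983 genes in the files had a symbol there.

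The total count per sample was between 16132442 and 39812939. At this depth sampling noise was small for most genes, and the precision was set by the spread between the 3 samples of a group, with a biological coefficient of variation of 13.7%. Samples of the same group were compared by a chi-square test of their counts over 13071 genes, and in all 12 pairs the statistic per gene, between 5.54 and 47.25, was above the value of 1 for sampling noise alone.

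The main test was edgeR's quasi-likelihood test (edgeR version 4.0.16, R version 4.3.3) on the counts, with TMM normalization, the default filter on low counts by group (14706 of 27093 genes kept), 1 mean per group and the 12 samples in 1 fit. P values were adjusted by the Benjamini-Hochberg method, with the paper's threshold of 0.1. The 5 comparisons were each of the 3 other groups against non-diabetic *Wt*, and diabetic *Hif1a*+*/*- against non-diabetic *Hif1a*+*/*- and against diabetic *Wt*. The genotype by diabetes interaction and a test of any difference among the 4 groups were added. For the Venn diagram, a gene needed an adjusted p under 0.1 in at least 1 of the 3 comparisons with non-diabetic *Wt* and a fold change of at least 1.3 or at most 0.7. Categories of Table S3 and sets of marker genes were scored per sample as the mean log2 of TMM-normalized CPM (counts scaled to the same total in each sample) plus 1, and groups of 3 were compared by exact permutation tests, whose smallest p is 0.1. Correlations over the 12 samples used permutation tests with 100000 resamples.

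The genes named in the text were fixed before the files arrived by 4 rules. They were the genes that the paper measures or names in its results, including the 13 genes of Figure S1. In each comparison with non-diabetic *Wt* and in the interaction they were the 5 genes with the largest change among those past the threshold, which gave no gene because none passed. In each category of Table S3 that a passage is about they were the 3 genes with the smallest p in diabetic *Hif1a*+*/*-. Marker genes were named where a marker score or the sex of the samples is reported.

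The scripts were tested on simulated data. Counts were drawn for the real genes from the real means and library sizes, each gene independently of the others. Of these genes, 200 were changed by 1.5, 2, 3 or 4-fold. The edgeR test recovered 155 of the changed genes (77.5%) and called 18 unchanged genes. In a comparison of the same simulated counts in which no gene had been changed, it called 2 genes. DESeq2 recovered 159 (79.5%) and called 31 unchanged genes, and limma-voom with sample weights recovered 154 (77%) and called 18.

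Alternatives were DESeq2 (version 1.42.0, default parameters), DESeq2 size factors within edgeR, no filter or a minimum of 10 counts in every sample, a threshold of 0.05, a robust quasi-likelihood fit, limma-voom with sample quality weights (limma version 3.58.1), a fit of only the groups compared, other definitions of the Venn sets, a pseudocount of 0.1 and leaving out each replicate in turn. After the main fit had given no gene, 4 more tests were run, so that 7 tests were tried in all. Leaving out each replicate in the DESeq2 fit, 8 combined definitions of the Venn sets, and leaving out replicates for the fold changes of Table S4 were also added after the data had been seen. The tables were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. The enrichment analyses of the paper and the phenotype ontology analysis were not repeated here. The RT-qPCR values were only read by eye from Figure S1.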

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

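Diabetic *Hif1a*+*/*- replicate 72 had 158 CPM of *Xist*, the RNA of the inactive X chromosome, and 1.14 CPM over the Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*. It was flagged as a signal the paper does not report. In the other 11 samples *Xist* lay between 0.231 and 5.99 and the Y-linked genes between 195 and 250 CPM. The paper describes male mice and the labels female ones, and whether the label is wrong was tested by counting the samples with more Y-linked than *Xist* counts. There were 11 of 12, so neither statement held for every sample. A female animal in the group, a mislabelled sample or an exchanged library could each give these counts, and the counts do not tell these apart. No biological explanation was tested. Whether this sample set the number of genes in diabetic *Hif1a*+*/*- was tested by leaving it out. DESeq2 then called 95 genes against non-diabetic *Wt*, compared with 68 with all samples. Against non-diabetic *Hif1a*+*/*- DESeq2 called 167 genes, compared with 201, and edgeR 38, compared with 0.

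Among the 95 genes that Table S4 lists only for diabetic *Hif1a*+*/*-, 68 had an adjusted p under 0.1 for the difference between the genotypes in the effect of maternal diabetes, with adjustment over these 95 genes. This was flagged because the effect differed between groups by a test of the difference itself. Over all 14706 genes the same test gave 0 genes. The list was selected in the same samples for a change in this group only, which pushes the interaction of its genes in 1 direction (all 95 genes had it in the direction of diabetic *Hif1a*+*/*-, median 0.682 on the log2 scale). Selection as the source was tested by picking 95 genes in the same way for each group, as the genes with a 30% change only there and the smallest p in edgeR. The interaction then passed for 36 genes picked for diabetic *Hif1a*+*/*-, for 1 gene picked for diabetic *Wt* and for 0 genes picked for non-diabetic *Hif1a*+*/*-. This rule did not select on the difference between diabetic and non-diabetic *Hif1a*+*/*-, in which DESeq2 called 84 of the 95 genes and which is part of the interaction, so it does not rule out selection as the source. The count also rests on single samples, since it was 3 without diabetic *Wt* replicate 50 and 18 without non-diabetic *Wt* replicate 89. A larger response to maternal diabetes in *Hif1a*+*/*- hearts is a hypothesis that these samples cannot settle.

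*Col1a1* and *Fbn1* were flagged because the diabetic samples moved in opposite directions in the genotypes. In each of the 3 diabetic *Wt* samples both genes were below the mean of non-diabetic *Wt*, and in each of the 3 diabetic *Hif1a*+*/*- samples above the mean of non-diabetic *Hif1a*+*/*-. The difference between these effects was 0.718 on the log2 scale for *Col1a1* and 1.023 for *Fbn1*. The flag itself involves no test of the difference. In edgeR's interaction test the log2 difference was 0.756 (standard error 0.28) for *Col1a1* and 1.03 (standard error 0.22) for *Fbn1*, and both adjusted p values over all genes were 1. DESeq2's adjusted p of the interaction was 0.11 for *Fbn1* and 1 for *Col1a1*. Between diabetic *Hif1a*+*/*- and diabetic *Wt*, a comparison that also contains the effect of the genotype, the 3 samples of each group did not overlap for either gene. The log2 fold change of *Fbn1* there was 1.06 (standard error 0.16, edgeR adjusted p = 0.16, DESeq2 adjusted p = 1.3e-06) and that of *Col1a1* 0.753 (standard error 0.2, edgeR adjusted p = 0.82, DESeq2 adjusted p = 0.1). Variation between the samples as the source was neither shown nor excluded for these genes. The prediction for this test was written when it was already known that the smallest adjusted p of the interaction was 1, so the test could not have come out otherwise.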

How the results depend on the processing

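The main settings, and the alternatives except those named as added, were fixed before the processed files arrived. The main edgeR fit gave 0 genes in every comparison. This was unchanged with DESeq2's size factors, a minimum of 10 counts in every sample, a threshold of 0.05 and a robust fit, and with the older form of the quasi-likelihood test and limma-voom without weights, which were chosen after seeing the data. The directions of the category scores in diabetic *Hif1a*+*/*- and of the Figure S1 genes in diabetic *Hif1a*+*/*- were unchanged under every alternative. Of the rows for main results under an alternative, 521 were unchanged, 109 moved and 15 reversed. Of those for single genes, 554 were unchanged, 11 moved, 26 became stronger and 6 reversed. The replicate block was not run because the groups share no replicate numbers.

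In the order diabetic *Hif1a*+*/*-, diabetic *Wt* and non-diabetic *Hif1a*+*/*- against non-diabetic *Wt*, diabetic against non-diabetic *Hif1a*+*/*-, and diabetic *Hif1a*+*/*- against diabetic *Wt*, DESeq2 gave 68, 4, 1, 201 and 24 genes, and 130 genes for any difference. DESeq2 and edgeR estimate the spread of a gene differently: the main edgeR fit used 5.3 prior degrees of freedom, so that the spread of each gene rested largely on its own 12 samples. Without a filter edgeR gave 445, 129, 33, 592 and 220 genes, 78 for the interaction and 689 for any difference. In that fit the median prior degrees of freedom were 151.7, so that each gene's spread was drawn almost wholly to the common trend. False calls were tested as a candidate explanation. In a separate draw of counts simulated without any change, with the spread of the unfiltered fit, the unfiltered fit called 52 genes and the filtered fit 0. Of the 445 genes, 418 were among the genes that pass the filter and 27 among the 12387 with lower counts. False calls may thus make up part of the unfiltered counts, and this simulation of a single draw does not say which genes.

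limma-voom with sample weights gave 2 genes for diabetic *Hif1a*+*/*- against non-diabetic *Wt*, 937 against non-diabetic *Hif1a*+*/*- and 1 against diabetic *Wt*. It gave the highest weights, 2.341 and 1.802, to non-diabetic *Hif1a*+*/*- replicates 32 and 44, and the lowest, 0.47, to diabetic *Wt* replicate 7. A fit of only the groups compared gave 101 genes between diabetic and non-diabetic *Hif1a*+*/*-, whose spread could be smaller without the *Wt* samples. Among the tests chosen after seeing the data, DESeq2 with a prior on the fold changes gave 89, 4, 1, 210 and 28 genes and 4 for the interaction. edgeR's likelihood ratio test, which does not allow for the uncertainty of the spread, gave 80, 3, 1, 164 and 26 genes, 4 for the interaction and 139 for any difference.

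When each replicate was left out in turn, edgeR gave from 0 to 1 gene for diabetic *Hif1a*+*/*- against non-diabetic *Wt*, from 0 to 38 against non-diabetic *Hif1a*+*/*-, from 0 to 2 against diabetic *Wt*, from 0 to 1 for the interaction and from 0 to 5 for any difference. DESeq2, left out in the same way after seeing the data, gave from 10 to 371, from 0 to 15, from 0 to 5, from 40 to 388 and from 2 to 316 genes in the 5 comparisons, and from 74 to 314 for any difference. The 10 genes came without non-diabetic *Wt* replicate 42 and the 371 without non-diabetic *Wt* replicate 89, so the number of genes depended on single *Wt* samples.

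The Venn diagram held 0 genes in the main fit, from 0 to 1 with a replicate left out (from 0 to 1 only in diabetic *Hif1a*+*/*-), 62 with DESeq2 (42 only in diabetic *Hif1a*+*/*-) and 471 without a filter (230). The 8 combinations added after seeing the data used DESeq2 and the ratio of the authors' normalized counts. With any of the 5 comparisons they gave 146 (96) genes, or 162 (99) with a decrease counted from 1/1.3. With the 3 comparisons against non-diabetic *Wt* they gave 62 (42) and 69 (45). With a prior on the fold changes the same settings gave 161 (108), 177 (110), 79 (51) and 87 (55).

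Of the 135 genes of Table S4 for diabetic *Hif1a*+*/*-, 55 passed with DESeq2, 109 without a filter and 2 with limma-voom and weights, and from 0 to 1 with a replicate left out. The 68 genes with an interaction ranged from 3 to 79 with a replicate left out. The number of the 17 genes for non-diabetic *Hif1a*+*/*- that kept a 30% change ranged from 11 to 17.

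Scores and fold changes near no change reversed when a replicate was left out. For diabetic *Wt* the category scores ranged from -0.005 to 0.121 for response to stress, -0.006 to 0.069 for developmental process, -0.011 to 0.049 for metabolic process, -0.018 to 0.094 for cell proliferation, -0.066 to 0.068 for angiogenesis, -0.064 to 0.057 for ECM organization, -0.008 to 0.077 for cell communication and -0.023 to 0.094 for transport. The macrophage score of non-diabetic *Hif1a*+*/*- ranged from -0.109 to 0.079. The fold change of *Icam1* in diabetic *Wt* ranged from 0.888 to 1.11, and in non-diabetic *Hif1a*+*/*- that of *Fbn1* from 0.95 to 1.1, of *Kdm3a* from 0.882 to 1.02 and of *Pi16* from 0.849 to 1.03. Others also crossed 1. In diabetic *Wt* these were *Pi16* (0.868 to 1.09), *Mylk3* (0.912 to 1.02) and *Cd248* (0.97 to 1.11). In non-diabetic *Hif1a*+*/*- they were *Ccl9* (0.752 to 1.05), *Axl* (0.972 to 1.05), *Herc3* (0.983 to 1.03), *Mylk3* (0.99 to 1.1) and *Cd248* (0.989 to 1.12). The log2 fold change in diabetic *Hif1a*+*/*- ranged from -0.00677 to 0.311 for *Tnfrsf1b* and from -0.0957 to 0.0134 for *Pecam1*. These values were smaller than the spread between samples.

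No test varied the number of reads or added samples, so what limited the results was not established. In simulated counts of independent genes edgeR recovered 50% of genes changed 1.5-fold. A list of 30% changes is thus unlikely to be complete, and an absence of genes at this size does not show that none changed.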

Differences from the paper's values

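The paper's Venn diagram holds 144 genes, against 0 in the main edgeR fit, and the paper reports 95 genes only in diabetic *Hif1a*+*/*-, against 0. None of the alternatives set before the files arrived came within 1.5 times of the paper's values: DESeq2 gave 62 and 42 genes, edgeR without a filter 471 and 230, and the others from 0 to 1. In combinations chosen after seeing the values, with DESeq2, an adjusted p under 0.1 in any of the 5 comparisons and the ratio of the authors' normalized counts, 146 genes passed and 96 only in diabetic *Hif1a*+*/*-, and 139 of the 146 are among the paper's 144. Also chosen after seeing the values, the same setting gave 162 and 99 with a decrease counted from 1/1.3, 161 and 108 with a prior on the fold changes, and 177 and 110 with both. The other 4 combinations, with the 3 comparisons against non-diabetic *Wt*, gave from 62 to 87 genes. In all, 8 combinations were run, so a close count among them has little weight by itself. The settings with any of the 5 comparisons held 138 or 139 of the paper's 144 genes, and those with the 3 comparisons 60 or 69. The paper does not state which comparisons it used. Of its 144 genes, 79 passed DESeq2 only in diabetic *Hif1a*+*/*- against non-diabetic *Hif1a*+*/*- or against diabetic *Wt*. With the caveat of a later DESeq2 version, this argues against a list drawn from the 3 comparisons with non-diabetic *Wt* alone.

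In the RT-qPCR panel of Figure S1, read by eye, the diabetic *Hif1a*+*/*- bars are at about 1.3 for *Ccl9*, about 0.8 for *Icam1*, about 0.9 for *Pi16* and about 1.0 for *Timp1*. The RNA-seq fold changes from the authors' normalized counts were 3.08, 1.27, 2.77 and 2.24. With TMM CPM they were 3.06, 1.27, 2.76 and 2.23, all still apart from the RT-qPCR values. Among the planned fits without 1 replicate, the difference from the RT-qPCR value was no longer past the set limits for *Ccl9* without diabetic *Hif1a*+*/*- replicate 66 (2.32), for *Pi16* without diabetic *Hif1a*+*/*- replicate 77 (1.95) and for *Icam1* without that replicate (1.09), without non-diabetic *Wt* replicate 42 (1.18) or without non-diabetic *Wt* replicate 89 (1.2). No setting did so for *Timp1*, which ranged from 2 to 2.54. The direction also differed for *Mylk3*, at about 1.1 by RT-qPCR in Figure S1 and 0.803 in the counts, with a difference within the set limits. The RNA-seq panel of Figure S1 itself, at about 3.1, 1.3, 2.8 and 2.3 for the first 4 genes, was within these limits for every gene.

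The paper states a share of 53% for direct or predicted HIF-1 targets, against 58.5% for the direct, predicted and family sets of Table S6. The latter was counted without repeats and without the entry *Ptpn22*. The direct and family sets as listed add to 71 genes, or 52.6% of the 135.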

Other observations

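How often other groupings of the samples gave as many genes was counted for each comparison. With edgeR the real groups gave 0 genes, so that all 10 splits of the 6 samples in each of the 5 comparisons, and all 100 drawn for the interaction and for any difference, necessarily gave as many. Other splits gave up to 850 genes (the samples of diabetic and non-diabetic *Wt*) and up to 2173 in the interaction. With DESeq2, 2 of the 10 splits gave at least the 68 genes found between diabetic *Hif1a*+*/*- and non-diabetic *Wt*, 6 of 10 at least the 4 genes for diabetic *Wt*, 3 of 10 at least the 1 gene for non-diabetic *Hif1a*+*/*-, 1 of 10 at least the 201 genes between diabetic and non-diabetic *Hif1a*+*/*-, and 4 of 10 at least the 24 genes between diabetic *Hif1a*+*/*- and diabetic *Wt*. For any difference, 9 of 40 drawn splits gave at least the 130 genes of the real groups. With 10 splits the share cannot be under 0.1, so none of the counts between 2 groups can be told apart from the way the samples were grouped, and the count between diabetic and non-diabetic *Hif1a*+*/*- was the only one that no other split reached (at most 3 genes).

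DESeq2 called more genes in diabetic *Hif1a*+*/*- than in the other groups, and technical sources of this were tested. A single sample was tested by leaving out each diabetic *Hif1a*+*/*- sample. The fewest genes against non-diabetic *Wt* were then 30, and edgeR gave at most 1, where no share of the main count of 0 could be formed, so edgeR does not rule this source in or out. Library size was tested by the number of diabetic *Hif1a*+*/*- samples with a total count above every non-diabetic *Wt* sample, which was 1 of 3. Over genes, the log2 fold change correlated with GC content at 0.234 and with transcript length at -0.258 (Spearman, across genes, which are not independent replicates), below the 0.3 set beforehand. Between diabetic and non-diabetic *Hif1a*+*/*-, for which no limit had been set, the correlation with transcript length was -0.321. Other tissue in the dissected LV was tested by marker genes listed before the files arrived. The score was higher in diabetic *Hif1a*+*/*- than in non-diabetic *Wt* by 0.52 for adventitial and epicardial markers, past the 0.5 set beforehand (exact permutation test, p = 0.1, the smallest possible). It was -0.141 for atrial, -1.292 for blood and -0.003 for cardiomyocyte markers, and for blood, where a difference of 1 was past the limit set beforehand, the samples of the groups overlapped (exact permutation test, p = 0.6). Of the 10 adventitial and epicardial markers 4 are themselves genes of Table S4. The other 6 gave a difference of 0.173 (exact permutation test, p = 0.6). A larger share of such tissue could therefore explain part of the list only if it is the kind marked by *Pi16*, *Cd248*, *Mfap5* and *Clec3b*, and a change of these genes within the LV is the alternative. The tests do not separate these readings.

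The first principal component, with 24.5% of the variance, did not follow the 4 groups, and its relation to measures of the samples was tested. The labels give no sequencing batch, so no value within batches could be computed. The lowest scores, from -29.33 to -5.4, were those of replicates 80, 77, 72, 89 and 66, which are also the highest animal numbers. These include all the diabetic *Hif1a*+*/*- samples and no non-diabetic *Hif1a*+*/*- sample. This pattern was seen in the scores and not tested. Whether the numbers follow litter or processing order is not stated, so neither can be separated from the effect of pregnancy in *Hif1a*+*/*-. Over the 12 samples Spearman's correlation coefficient with the component was -0.797 for the macrophage marker score (permutation p = 0.003, adjusted p = 0.021 over 7 relations) and -0.748 for the fibroblast score (permutation p = 0.0068, adjusted p = 0.024). Pearson's r was -0.881 (permutation p = 1.4e-04, adjusted p = 9.8e-04) and -0.816 (permutation p = 9.8e-04, adjusted p = 0.0034), and without the 2 samples farthest from the median it was -0.763 and -0.83. Spearman's coefficient was -0.566 for adipose, 0.329 for blood, 0.266 for cardiomyocyte markers, -0.175 for library size and 0.042 for the share of reads aligned to several places, all below the 0.6 set beforehand (adjusted permutation p from 0.14 to 0.9). Pearson's r for adipose was past that size at -0.644 (permutation p = 0.028, adjusted p = 0.066), and -0.504 without the 2 farthest samples. The prediction for library size was written after the result was seen. Across genes, the loading correlated with transcript length at 0.374 and with GC content at -0.221, so a bias by length, which differences in RNA quality could cause, remains beside the cell types. The marker genes also enter the component, so these relations are not independent of it. The log2 fold changes of diabetic *Hif1a*+*/*- against non-diabetic *Wt* followed the loadings across genes (Spearman's coefficient -0.718, with genes not independent replicates), more than those of diabetic *Wt* (-0.268) or of non-diabetic *Hif1a*+*/*- (0.045). The loadings come from the same 12 samples, so these coefficients restate where the groups lie on the component and add no independent evidence. The fibroblast score of diabetic *Hif1a*+*/*- exceeded that of non-diabetic *Wt* by 0.215, with overlapping samples (exact permutation test, p = 0.5). It exceeded that of non-diabetic *Hif1a*+*/*- by 0.248 without overlap (exact permutation test, p = 0.1). A hypothesis is that much of the listed expression change follows the share of macrophages and fibroblasts in the sampled tissue, which also differed among samples within groups (for example, the macrophage score was 2.984 in diabetic *Wt* replicate 50 and 3.717 in replicate 80). Whether that share differs by the condition or by the dissection cannot be told from these samples.

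The macrophage marker score was written into the design because the paper counts macrophages by histology. It was 3.054 ± 0.18 in non-diabetic *Wt*, 3.355 ± 0.367 in diabetic *Wt*, 3.04 ± 0.183 in non-diabetic *Hif1a*+*/*- and 3.571 ± 0.272 in diabetic *Hif1a*+*/*- (SD, n = 3 each). Diabetic *Hif1a*+*/*- exceeded non-diabetic *Wt* by 0.517 (exact permutation test, p = 0.1) and diabetic *Wt* by 0.217 (exact permutation test, p = 0.5). Diabetic *Wt* exceeded non-diabetic *Wt* by 0.301, with overlapping samples (exact permutation test, p = 0.3). With a replicate left out, these differences ranged from 0.363 to 0.621, from 0.031 to 0.398 and from 0.119 to 0.486. None of the markers is listed in Table S4.

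The 95 genes listed only for diabetic *Hif1a*+*/*- moved in the same direction in diabetic *Wt* for 78 genes. A shared response to maternal diabetes below the 30% threshold was tested by this count, and the common denominator of non-diabetic *Wt* by the number moving that way in non-diabetic *Hif1a*+*/*-, which was 22. DESeq2 called 84 of the 95 genes between diabetic and non-diabetic *Hif1a*+*/*-, and selection by that difference pushes non-diabetic *Hif1a*+*/*- the opposite way, so the count of 22 does not exclude the common denominator. A shared but smaller response in *Wt* is a hypothesis that cannot be told apart from it here. By the 30% threshold alone a gene listed in 1 group and not in another is not shown to differ.

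Values for genes whose RNA or protein the paper measured by other assays were as follows. Fold changes are ratios of the authors' normalized counts to non-diabetic *Wt*. *Hif1a*, which Table S4 lists for non-diabetic *Hif1a*+*/*-, had 61.48 ± 8.96 CPM in non-diabetic *Wt*, 55.28 ± 6.37 in diabetic *Wt*, 85.68 ± 6.01 in non-diabetic *Hif1a*+*/*- and 72.27 ± 8.49 in diabetic *Hif1a*+*/*- (SD, n = 3 each). Its log2 fold change in non-diabetic *Hif1a*+*/*- was 0.478 (standard error 0.12, edgeR adjusted p = 1). Within each kind of pregnancy the *Hif1a*+*/*- samples lay above the *Wt* samples without overlap. For any difference among the 4 groups, the adjusted p of *Hif1a* was 0.34 in edgeR and 0.0063 in DESeq2. The counts per gene do not tell from which copy of the gene the reads come. *Vegfa* was 0.846 in diabetic *Wt* and 0.593 in diabetic *Hif1a*+*/*-, with an edgeR adjusted p of 0.55. *Gja1*, which encodes CX43, was 0.765 in diabetic *Wt* and 0.818 in diabetic *Hif1a*+*/*-. *Adgre1*, which encodes F4/80, was 1.22 and 1.55, and *Tnfrsf1b*, which encodes TNFR2, was 0.995 and 1.13. *Col1a1* was 0.82 and 1.38. *Cd36* was 0.984 and 0.938, *Ldha* 0.99 and 0.927, *Tgfb1* 0.959 and 0.953 and *Pecam1* 1.11 and 0.98. In non-diabetic *Hif1a*+*/*- *Cd36* was 0.986 and *Ldha* 0.839. There the *Ldha* samples did not overlap those of non-diabetic *Wt* (log2 fold change -0.251, standard error 0.12). None of these genes had an edgeR adjusted p under 0.1 in diabetic or non-diabetic *Hif1a*+*/*-.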
